# Novel 3D Liquid Cell Culture Method for Anchorage-independent Cell Growth, Cell Imaging and Automated Drug Screening

**DOI:** 10.1038/s41598-018-21950-5

**Published:** 2018-02-26

**Authors:** Natsuki Abe-Fukasawa, Keiichiro Otsuka, Ayako Aihara, Nobue Itasaki, Taito Nishino

## Abstract

Cells grown in three-dimensional (3D) cultures are more likely to have native cell-cell and cell-matrix interactions than in 2D cultures that impose mechanical constraints to cells. However, most 3D cultures utilise gel matrix which, while serving as a scaffold, limits application due to its solid and opaque nature and inconsistency in cell exposure to exogenous signals. In 3D culture without gel matrix, cells tend to adhere to each other and form clumps with necrotic zone at the centre, making them unsuitable for analyses. Here we report that addition of low-molecular-weight agar named LA717 to culture media allows cells to grow as dispersed clonal spheroids in 3D. LA717 maintains cells dispersed and settled to the bottom of the medium while keeping the medium clear with little additional viscosity, making it suitable for microscopic observation. Importantly, cancer spheroids formed in LA717-containing medium show higher sensitivity to anti-cancer drugs such as Trametinib and MK-2206 that are not as effective in 2D. Because of the small and consistent size of spheroids, cell viability and drug toxicity are readily detectable in automated imaging analysis. These results demonstrate that LA717 offers a novel 3D culture system with great *in vivo* reflection and practicality.

## Introduction

Cells in the physiological microenvironment undergo complex cell-cell and cell- extracellular matrix (ECM) interactions as well as being exposed to extracellular signals, all of which are the basis of multicellular organisms. Nonetheless, most cell-based *in vitro* studies conventionally employ two-dimensional (2D) monolayer cell culture which does not fully reflect cyto-architecture, cell interaction and response to exogenous stimuli. For example, large scale drug-screening often employs 2D cultures for practicality, but this may mask active compounds or select false-positives that turn out to be ineffective in *in vivo* studies^1,2^. As such, *in vitro* cell culture methods with high reliability to predict *in vivo* activities are desirable for the successful drug screening as well as for other cell studies.

Current 3D culture methods involve either the use of scaffolds such as gel matrix and micro-carriers, or liquid cultures on low-attachment plates, in hanging drops or in rotation^3,4^. While they have many advantages compared to 2D cultures, they also have practical challenges. For example, commercial gel matrices derived from basal lamina of osteosarcoma (e.g. Matrigel®) serve as a scaffold and maintain epithelial features very well; however, application of drugs is often hindered by the semi-solid matrix, making it unsuitable for high throughput screening (HTS). The temperature-dependent solidification and high opacity are also disadvantageous for automated liquid handling and imaging^3–6^. Liquid culture without gel matrix on low-attachment plates, on the other hand, can be handled as a clear liquid thus offering practicality. However, cell aggregates (spheres or spheroids) generated in the medium often form large clumps of >500 μm diameter due to cell adhesion, which causes a slow cell proliferation rate and poor diffusion of nutrients. Such generated large-sized spheroids may lead to pseudo-resistance to anti-cancer drugs^5^. Hanging drop method generates a uniform size of spheroid but requires considerable effort and special apparatus^4,6^. Microfluidic technologies provide a variety of practical platforms for 3D cell cultures and cell-based assays. However, these technologies remain relatively expensive owing to the microfabricated instruments required and the complexity of the process^7,8^. Furthermore, current cell-based HTS employs automated imaging system which allows analysis of cells with simultaneous data collection on several parameters, so-called high content imaging analysis (HCA) or high content screening (HCS) technology^9–11^. Several studies have examined implementation of 3D cultures in HCA/HCS using Matrigel, methyl cellulose or special micro-patterned plates to form spheroids^12–16^. However, a more practical and efficient method is desired to perform HCA/HCS in 3D cultures^17^.

In this study, we explored a novel 3D cell culture method by screening natural polysaccharides that would promote uniform suspension of cells on low-attachment culture plates while maintaining the practicality for liquid handling. We have identified low molecular weight agar (LA) polymers as suitable additives for the 3D cell culture platform and named it LA717. By lowering the molecular weight of agar polymers, it has become possible to increase the solubility of agar to the medium. We found that LA717 holds cells in the medium, keeping movement at a minimum and thus maintaining the even distribution of cells. Moreover, such well-distributed cells rarely make new contacts to others, hence, individual spheroids are largely maintained as clones. Although, cell adhesions following cell division or natural contacts are not affected by LA717. Lastly, we demonstrate that spheroids formed in the LA717-containing medium effectively reveal the action of anti-cancer drugs and are thus suitable to HCS, offering a novel 3D cell culture system which elicits more efficient and practical HCS systems.

## Results

### Selection and characterization of low molecular weight agar LA717 for 3D cultures

Polysaccharides are carbohydrates consisting of sugar molecules bound as polymers. The examples include agar, agarose and methyl cellulose, that have been used traditionally for biological studies such as colony-forming assays. We examined eight polysaccharides at different concentrations on lung cancer cells A549 for effective cell dispersion and uniform spheroid formation on low-attachment plates (Supplementary Table S1). With regards to agar^18–20^, which is a mix of agarose and agaropectin, we tested two types, one with a low average molecular weight (43,000)^21,22^ and a standard (290,000) one. Agar with standard molecular weight and other polysaccharides formed variable sizes of aggregates at certain concentrations in the medium due to the low solubility to DMEM (Supplement Table S1). Even when high solubility was achieved with some polysaccharides, many of them did not cause cell dispersion (Supplement Table S1). In some conditions, cells were successfully dispersed in the polysaccharides, however, cells were suspended in the medium without falling to the bottom of the plate. This is not a problem as a 3D culture, however, it is not ideal for imaging analyses and was hence eliminated (Supplementary Table S1). We found low molecular weight agar to be the most satisfactory polysaccharide for the above purpose at a concentration of 0.03% (w/v) and named it LA717.

We further investigated how cells are populated in the culture with LA717. As shown in Fig. 1a,b, addition of LA717 to the culture medium successfully dispersed A549 cells and formed uniform spheroids, whereas without LA717 cells formed large clumps that accumulated at the edge of the wells. In addition, it was noted in time-lapse analyses that cells in LA717-containing medium largely stay at the same position during the culture. This is in contrast to the culture without LA717 where the cells move due to the convection of the medium, that causes cell assembly, cell adhesion and formation of clumps (Supplementary Video. S1). The average diameter of A549 spheroids in LA717-containing medium after a 7-day culture was 63 μm, with the mode at 50 μm (Fig. 1c). Scanning electron microscope (SEM) analysis showed a mix of rugged and flat surfaces both covered with microvilli (Supplementary Fig. S1). In agreement with the static culture condition, we confirmed clonal growth in almost all of the spheroids in LA717-containing medium when co-culturing two populations of HEK-293 cells, labelled or not-labelled with a fluorescent marker (Supplementary Fig. S2). These results demonstrate that LA717 causes uniform dispersion of cells and suppresses the medium convection while keeping the medium as liquid, resulting in individual cells forming clonal spheroids. Large-sized spheroids were prevented because of LA717 inhibiting the fusion of spheroids.

**Figure 1:**
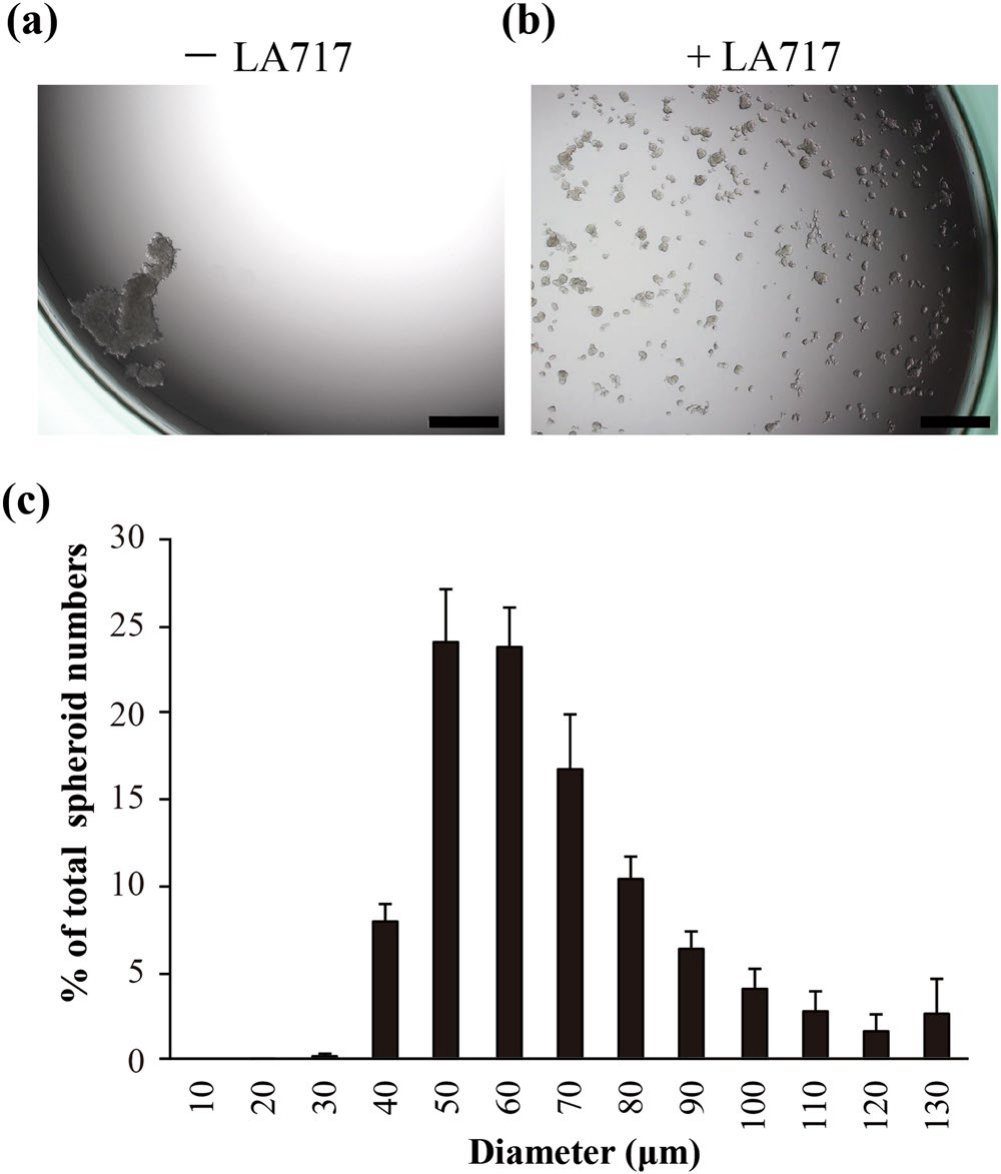
Identification of low-molecular weight agar (LA717) as a substrate for 3D cell culture. (**a**,**b**) A549 cells cultured for 7 days in the wells of low-attachment plates in the medium without (**a**) or with 0.030% (w/v) LA717 (**b**). Scale bar, 500 μm. (**c**) Size distribution of A549 spheroids formed on low-attachment plates in DMEM with 0.030% (w/v) LA717 after a 7-day culture. Shown is the ratio to the total spheroid number. Spheroids were defined as cell aggregates that had more than five cell nuclei. Data represent means ± SD for 3 independent experiments.

Next, we characterised the viscosity, osmotic pressure, absorbance at 450 nm and pH of LA717-containing DMEM by comparing them to those of DMEM controls (with or without water, a vehicle control) and DMEM with 0.4% agarose or 0.03% methyl cellulose as an example of highly viscous medium. The differences in the viscosity between DMEM with and without LA717 were, although statistically significant, not noticeable in the practical handling, as both were able to be handled as a liquid. By comparison, the viscosity of DMEM with agarose was far greater at 0.4%, the concentration employed for soft agar colony formation assays^23^ (Supplementary Table S2). Furthermore, addition of 0.03% methyl cellulose to the medium resulted in a larger increase in viscosity than 0.03% LA717. However, uniform cell dispersion was not induced (Supplementary Tables S1,S2). The data suggest that a slight increase of viscosity by LA717 is unlikely attributed to the cell-dispersing effect. Osmotic pressure was slightly reduced by addition of LA717 or water, likely due to the volume taken by 0.03%. The slight change in pH by additional LA717 was considered well within the range of the buffering capacity DMEM normally has. With regard to the optical transparency, LA717-containing medium showed a similar absorbance to that of DMEM. Hence, addition of LA717 does not compromise practicality in cell culture and medium handling such as cell seeding, reagent addition, microscopic observation and medium changes.

### LA717 improves cell proliferation of cancer cells without serving as scaffold

When anchorage-dependent cells are liquid-cultured on low-attachment plates, cell proliferation tends to be compromised due to the loss of anchorage and subsequent large aggregate formation. To investigate whether cancer cell dispersion by LA717 impacts cell proliferation, we cultured A549 cells in LA717-containing medium on low-attachment plates for 7 days and examined cell viability, proliferation and cell death using WST-8, ATP and Trypan blue assays. A549 cells grew faster in LA717-containing medium as compared with the absence of LA717, both of which were in the anchorage-independent condition (Fig. 2a–c). The positive effect of LA717 on cell proliferation was also observed in other cancer cell lines T98G, MNNG/HOS, HepG2, A375, HCT116, MDA-MB-231, A431, MCF-7 and SKOV3 (Table 1). By contrast, LA717 had no significant effect on the growth of MIA PaCa-2, HeLa, AGS and LNCap cells (Table 1). Among them, MIA PaCa-2 and AGS did not form spheroids and remained as single cells in the presence or absence of LA717 (data not shown). These results suggest that spheroid forming ability may be one of the factors allowing LA717 to exert its growth-enhancing effect. Other factors that make HeLa and LNCap cells refractory to LA717 are yet to be explored. To further confirm anchorage-independent cell proliferation, we coated plastic plates with LA717 and examined the effect in 2D monolayer cultures. A549 cells did not adhere to the surface of LA717-coated plates, demonstrating that LA717 does not serve as a cell scaffold (Fig. 2d–g). As the medium per se does not contain LA717, the cells aggregated and floated as clumps in the medium (Fig. 2e,g). Furthermore, addition of LA717 to the culture medium on conventional cell-attachable culture plates allowed A549 cells to grow on the plastic surface and didn’t alter the growth rate (Fig. 2h). These results suggest that LA717 does not serve as a scaffold and improves cell proliferation likely by inhibiting the formation of large aggregates which would cause nutrient deficiency.

**Figure 2:**
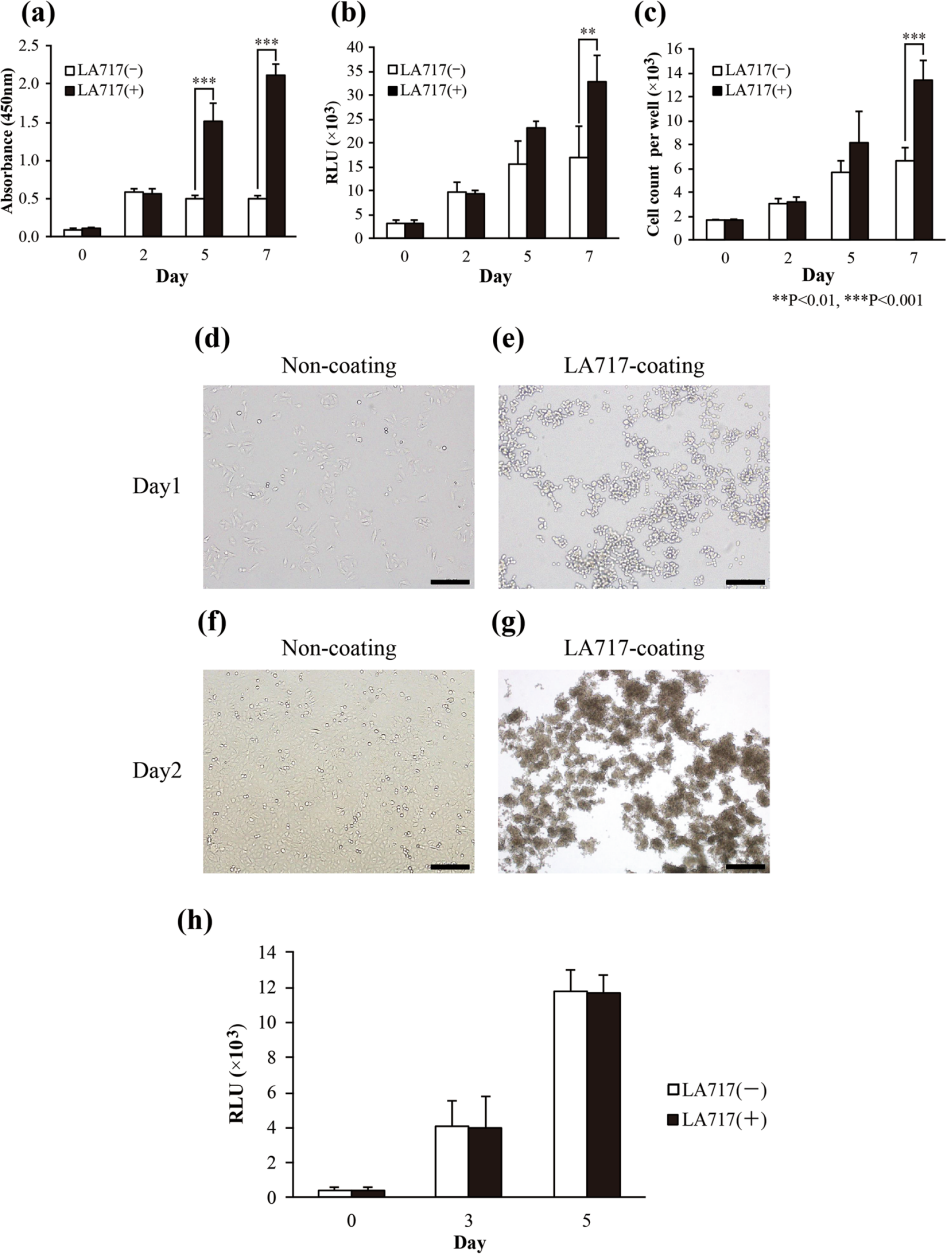
LA717 improves the growth of A549 cells in 3D cultures. **(a–c)** LA717 promotes cell viability. A549 cells were cultured on low-attachment plates without (white columns) or with (black columns) LA717 and analysed with WST-8 (**a**), ATP (**b**), and Trypan blue exclusion assays (**c**). **(d–g)** LA717 does not function as a cell scaffold. A549 cells were grown on cell-attachable plates in the absence or presence of LA717 coating and cultured for 1 (**d**,**e**) and 2 days (**f**,**g**). A549 cells do not adhere to LA717-coated plate and instead form spheroids in 3D. The bars represent 200 μm. **(h)** LA717 has no effect on cell proliferation when cells are grown in 2D on attachable plates. A549 cells were grown in 96-well cell-attachable plates for 1 day, after which time the medium was replaced with DMEM with LA717 and cultured for up to 5 days. The number of live cells was counted using the ATP assay. Y-axis shows Relative Light Unit. In (**a**), (**b**), (**c**) and (**h**), data represent means ± SD for 3 independent experiments. Statistical significance was analysed with Tukey’s test.

**Table 1:** Growth of cancer cell lines cultured in the medium with LA717.

Cell name	Tissue	Derivation	Medium	Fold-change	p-value (t-test)
T98G	Brain	Glioblastoma	DMEM/Ham’s F-12	4.1 ± 1.8	<0.01
MNNG/HOS	Bone	Osteosarcoma	EMEM	3.6 ± 1.0	<0.01
HepG2	Liver	Carcinoma	DMEM	3.3 ± 1.0	<0.01
A375	Skin	Melanoma	DMEM	2.5 ± 0.2	<0.01
HCT 116	Colon	Carcinoma	McCoy’s 5 A	2.5 ± 0.6	<0.01
MDA-MB-231	Breast	Adenocarcinoma	DMEM	2.3 ± 0.3	<0.01
A431*	Skin	Epidermoid carcinoma	EMEM	2.4 ± 0.5	<0.01
MCF-7	Breast	Adenocarcinoma	EMEM	2.2 ± 0.3	<0.05
A549	Lung	Carcinoma	DMEM	2.1 ± 0.1	<0.01
SKOV3*	Ovary	Adenocarcinoma	McCoy’s 5 A	2.1 ± 0.3	<0.01
MIA PaCa-2	Pancreas	Carcinoma	DMEM	1.3 ± 0.2	0.11
HeLa	Cervix	Adenocarcinoma	DMEM	1.3 ± 0.1	0.07
AGS	Stomach	Adenocarcinoma	Ham’s F-12	1.1 ± 0.0	0.26
LNCap	Prostate	Adenocarcinoma	RPMI-1640	0.7 ± 0.2	0.51

The listed cell lines were cultured in 3 wells of 96-well low-attachment plates in the indicated medium without (Blank) or with 0.030% (w/v) LA717 for up to 7 days. The numbers of cultured cells were counted using an ATP assay method on day 7 and the fold-change (Cell number in LA717-containing medium / Cell number in Blank) was calculated. Data represent means ± SD for 3 independent experiments.

*100 ng/mL of HB-EGF (Heparin-binding EGF-like growth factor) was added for cell growth.

### LA717 has little effect on gene expression profile in the 3D culture

We next performed DNA microarray analyses to evaluate the effect of LA717 on the global transcription. 

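The array data analysed here cover 3 conditions, each with 3 arrays (9 in all), of A549, a human lung adenocarcinoma line, at day 7. The conditions were 2D culture without LA717, 3D culture without LA717 and 3D culture with LA717 at 0.03% (w/v). 2D culture with LA717 was not analysed here. The deposited table gives 1 intensity on a linear scale for each of 53617 features of the array, and the authors had already normalized it between arrays. The paper names the Human Gene 2.0 ST array, whose feature numbers the table carries. The sample labels name a 3' IVT kit for labelling and MAS5 for processing, with no version given, so how the arrays were background-corrected and scaled is not given in the sources used here. Median intensities lay between 9.02 and 9.24 on the 9 arrays, and log2 values correlated across genes at 0.994 to 0.996 within a group and at 0.983 to 0.995 between groups. A gene symbol was held for 16098 features (1 symbol each), 37519 features are unnamed here, and no feature had several symbols. Where a gene had several features, the feature with the highest mean was used, which left 14884 genes. Intensities were taken to log2 and compared between groups with limma, fitted to all 9 arrays, with Benjamini-Hochberg adjustment over the 14884 genes. A gene is called higher or lower at an adjusted p under 0.05. Of the genes in the lists of pathways, cell types and functions that were fixed before the data were examined, 432 of 699 could be measured. Table S3, a result of these arrays, was known when the lists were fixed. Lists that hold its genes are therefore not independent of these samples, even with those genes left out. Lists were tested with camera, a set test of limma, at a preset correlation of 0.01 between genes. The number of arrays, 3 per group, limits the precision of each value, and a single gene compared by exact permutation of 3 arrays against 3 cannot reach a p below 0.1 (2-sided). A supplement describes the replicates as independent experiments.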

Figure 3a–d shows scatter plots on which each dot represents the expression level of individual genes in A549 cells after culturing for 7 days in four different conditions; 2D culture on cell-attachable plates with or without LA717, and 3D culture on low-attachment plates with or without LA717. Comparisons were made in four combinations as shown in Fig. 3a–d and the number of genes with two-times greater changes in given comparison were shown in Fig. 3e. Consistent with the result of Fig. 2d–g, comparison between 2D cultures with and without LA717 showed little difference (3 genes altered by more than twofold among the 39130 genes examined, Fig. 3a,e). 

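In 3D culture without LA717, 14 of 16 measured targets of p53 were lower than in 2D culture. The list passed camera with a preset and with an estimated correlation. Of the 28 targets in the list, CDKN1A and MDM2 were among those not measured here. Lists of cholesterol synthesis, immediate early genes, hypoxia genes and targets of ATF4 passed with the preset correlation, but not with an estimated one (adjusted p = 0.0832, 0.0832, 0.108 and 0.150). CEACAM5, a cell adhesion glycoprotein used as a tumour marker, had an intensity of 365 ± 38.3 (SD, n = 3 arrays) in 3D and 19.4 ± 4.64 (SD, n = 3) in 2D, a log2 fold change of 4.25 (standard error 0.159, adjusted p = 2.85e-07 from limma). EGR1, a transcription factor induced within minutes by growth factors, had an intensity of 144 ± 29.7 (SD, n = 3) in 3D and 1718 ± 87.5 (SD, n = 3) in 2D, a log2 fold change of -3.59 (standard error 0.178, adjusted p = 1.03e-06 from limma). Of 18 measured genes of gut and mucous epithelium, 10 were higher and 0 lower (11 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 5.82e-07 and an adjusted p = 0.0365 with an estimated correlation. Of the 18, CEACAM5, CEACAM6, KRT20 and AGR3 stand in Table S3, which the study chose on these samples. Without them, 6 of 14 were higher and 0 lower (7 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 0.0119 but an adjusted p = 0.135 with an estimated correlation. Tests without genes of that table were chosen after the data were seen. In the list of gut and mucous epithelium, KRT20, a keratin of intestinal epithelium, rose by 2.97 on the log2 scale, AGR3, a protein of secretory cells, by 2.87, and CEACAM6, a relative of CEACAM5, by 2.64. Outside that list, PIP, a secreted protein of exocrine glands, rose by 3.04, VTCN1, an inhibitory ligand of T cells, by 2.79, NOX1, an NADPH oxidase, by 2.74 and LYZ, lysozyme, by 2.43. Of 16 measured genes of cholesterol synthesis, 10 were higher and 0 lower (13 higher and 0 lower when adjusted over the list alone), with a camera adjusted p of 7.70e-09 but an adjusted p = 0.0832 with an estimated correlation. SQLE, squalene epoxidase, rose by 0.76, and HMGCS1, the synthase of HMG-CoA, by 0.72. Of 16 measured targets of p53, 14 were lower and 0 higher (0 higher and 14 lower when adjusted over the list alone), with a camera adjusted p of 1.03e-11 and an adjusted p = 0.00403 with an estimated correlation. GDF15, a secreted stress cytokine, fell by 2.21, and BAX, which permeabilises mitochondria in apoptosis, fell by 1.13. Of 28 measured immediate early genes, 19 were lower and 1 higher (1 higher and 19 lower when adjusted over the list alone), with a camera adjusted p of 6.81e-11 but an adjusted p = 0.0832 with an estimated correlation. Without the 6 that stand in Table S3, 1 of 22 were higher and 13 lower (1 higher and 13 lower when adjusted over the list alone), with a camera adjusted p of 2.26e-05 but an adjusted p = 0.135 with an estimated correlation. JUNB, a subunit of AP-1, fell by 2.05, and JUN, another subunit, fell by 1.80. Of 20 measured hypoxia genes, 10 were lower and 0 higher (0 higher and 11 lower when adjusted over the list alone), with a camera adjusted p of 1.99e-04 but an adjusted p = 0.108 with an estimated correlation. Of the 33 hypoxia genes in the list, CA9, SLC2A1 and PDK1 were among those not measured. VEGFA, the angiogenic growth factor, fell by 0.51, and ANGPTL4, an inhibitor of lipoprotein lipase, fell by 0.78. Of 19 measured targets of ATF4, 10 were lower and 1 higher (1 higher and 11 lower when adjusted over the list alone), with a camera adjusted p of 4.85e-05 but an adjusted p = 0.150 with an estimated correlation. PHGDH, the first enzyme of serine synthesis, fell by 1.00, and ASNS, asparagine synthetase, fell by 0.84. Of 32 measured cell cycle genes, 8 were higher and 1 lower (10 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 0.00167 but an adjusted p = 0.592 with an estimated correlation and 0.106 with fry. RRM2, a subunit of ribonucleotide reductase, rose by 1.62. Over all 14884 genes, 101 were at least 2-fold higher and 105 at least 2-fold lower (206 in all), and each of these also passed limma's adjusted p. At that adjusted p alone, 1518 genes were higher and 1316 lower, 19.0% of those tested. With a pseudocount of 16, 120 genes changed at least 2-fold, and over all features, named or not, 778 features did. In 34.9% of the genes the 3 arrays of one group all lay above the 3 of the other, against 10% by chance.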

Comparisons between 2D and 3D detected many gene expressions altered, in both absence and presence of LA717 (436 and 725 genes out of 39130 genes, respectively) (Fig. 3c–e). In contrast, comparison between the presence and absence of LA717 in 3D cultures resulted in 72 out of 39130 genes altered (Fig. 3b,e). This was far lower compared to the 2D vs 3D differences noted in Fig. 3c–e, thus, the impact LA717 gives on gene expression profile is relatively low.

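With LA717, 5 of 32 measured cell cycle genes were higher in 3D culture than without it, and 8 of 24 measured liver-type secreted proteins were lower, the fibrinogen chains FGG and FGB among them. Both lists passed camera with a preset correlation, but not with an estimated one (adjusted p = 0.254 and 0.114). FGG, the gamma chain of fibrinogen, had an intensity of 85.6 ± 5.77 (SD, n = 3 arrays) with LA717 and 199.6 ± 27.9 (SD, n = 3) without, a log2 fold change of -1.21 (standard error 0.100, adjusted p = 0.00340 from limma). FGB, the beta chain, had a log2 fold change of -0.88 (adjusted p = 0.00847 from limma). HNRNPA1, an RNA-binding protein of splicing, had an intensity of 236 ± 46.2 (SD, n = 3) with LA717 and 89.4 ± 5.89 (SD, n = 3) without, a log2 fold change of 1.39 (standard error 0.139, adjusted p = 0.00502 from limma), the largest rise in this comparison among the genes called. Which of its transcripts the HNRNPA1 feature measures was not examined. KRT80, an epithelial keratin, had a log2 fold change of 0.96 (adjusted p = 0.00502 from limma). Of 32 measured cell cycle genes, 5 were higher (MKI67, MCM4, MCM10, CDC20 and KIF11) and 0 lower, and 32 of 32 had a log2 fold change above 0, with a median of 0.43. MCM4 was named after its values were seen. Adjusted over the list alone, 30 were higher and 0 lower. The camera adjusted p of this list was 4.59e-24, but the adjusted p = 0.254 with an estimated correlation. MCM10, a factor of replication origins, had a log2 fold change of 0.74 (adjusted p = 0.00847 from limma). Of 24 measured liver-type secreted proteins, 8 were lower and 0 higher (0 higher and 11 lower when adjusted over the list alone), with a camera adjusted p of 1.11e-08 but an adjusted p = 0.114 with an estimated correlation. Of the 24, 3 stand in Table S3, which the study chose on these samples. Without these, 0 of 21 were higher and 7 lower (0 higher and 10 lower when adjusted over the list alone), with a camera adjusted p of 6.63e-07 but an adjusted p = 0.274 with an estimated correlation. This test was chosen after the data were seen. Among 15 measured genes of ERK pathway output, 0 passed limma's adjusted p in either direction (5 higher and 0 lower when adjusted over the list alone; 6 higher and 0 lower at an unadjusted p under 0.05), with a camera adjusted p of 0.00546 towards higher levels but an adjusted p = 0.114 with an estimated correlation. Of 11 measured genes of the extracellular matrix, 2 were higher (THBS1 and LOXL2) and 0 lower (3 higher and 0 lower when adjusted over the list alone), with a camera adjusted p of 0.00546 but an adjusted p = 0.555 with an estimated correlation and 0.120 with fry, and camera adjusted p-values of 0.0506 without 3D without LA717 replicate 1 and 0.147 without 3D with LA717 replicate 3. DKK1, a secreted inhibitor of WNT signalling, had a log2 fold change of -1.35 (adjusted p = 0.0101 from limma), and EGR1 one of -1.42 (adjusted p = 0.00945 from limma). CFD, complement factor D, fell by 0.98 on the log2 scale, HABP2, a plasma serine protease, fell by 0.98, and SCARNA10, a small Cajal body RNA, fell by 1.19. Over all 14884 genes, 7 were at least 2-fold higher and 9 at least 2-fold lower (16 in all), and 12 of the 16 also passed limma's adjusted p (5 higher and 7 lower). Those that met both rules were 4 and 9 after quantile normalization and 4 and 10 after centring on the 75th percentile, which gave 6 and 12 by the 2-fold rule. At limma's adjusted p alone, 126 genes were higher and 63 lower (189, or 1.27% of those tested). The counts were 82 and 67 after quantile normalization and 79 and 75 after centring on the 75th percentile. They were 259 and 127 with dim features left out, 453 and 219 with a pseudocount of 16 and 517 and 238 with limma's trend and robust options. With the replicate number as a further term in the fit, they were 34 and 29. The groups did not overlap in 23.2% of the genes, against 10% by chance. Of the 42 genes named here for this comparison by the fixed rule that passed limma's adjusted p, 31 no longer passed it when 1 array was left out, but FGG, FGB, KRT80, MCM10, DKK1, EGR1, HNRNPA1, CFD, HABP2 and SCARNA10 did in each such fit. The 126 higher and 63 lower genes fell to 11 and 14, 37 and 31, and 33 and 24 without replicates 1, 2 and 3 of 3D without LA717. They fell to 14 and 14, 72 and 43, and 24 and 22 without replicates 1, 2 and 3 of 3D with LA717. Which direction had more calls thus depends on the arrays used. The 16 genes changed at least 2-fold became 26 without 3D with LA717 replicate 2. The 12 genes that met both rules became 5 and 6 without replicate 1 of 3D without and of 3D with LA717, and 19 without 3D with LA717 replicate 2. With a pseudocount of 16, 2 genes were at least 2-fold higher and 5 lower, and over all features, named or not, 326 and 79 were.

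**Figure D1:**
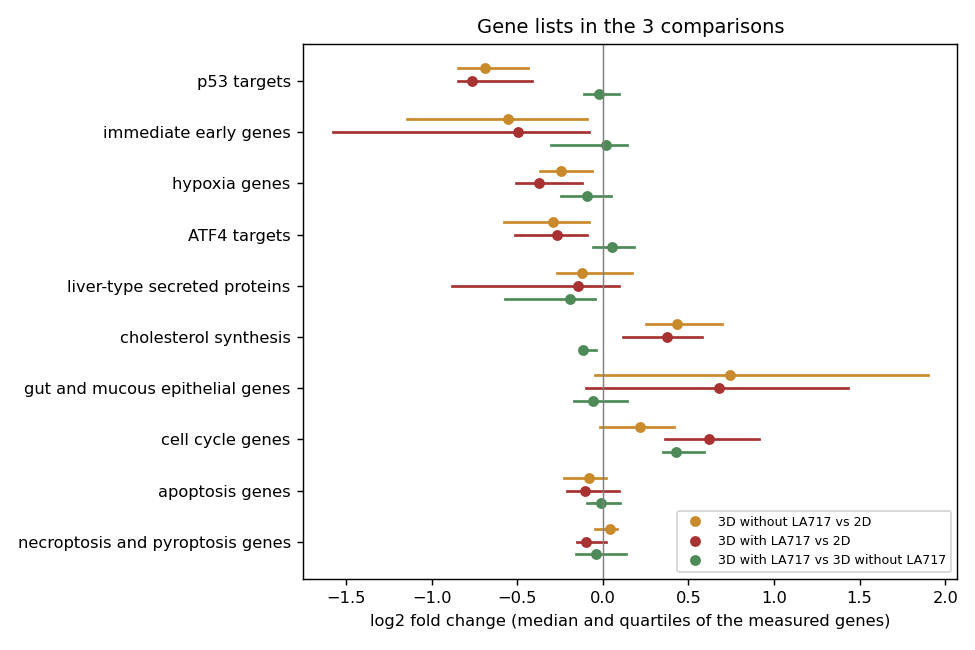
Log2 fold changes of the measured genes of 10 lists (points, medians; lines, quartiles) for 3D without LA717 over 2D, 3D with LA717 over 2D, and 3D with over 3D without LA717. The cell cycle genes have a median of 0.43 between the 3D cultures with and without LA717, while the p53 targets have a median of -0.02 there.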

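AXL, TAT and KRT19 differed between 2D and 3D culture without LA717 and were not called between the 3D cultures with and without it, while EGR1 and DKK1 were called in both comparisons. AXL, a receptor tyrosine kinase, had a log2 fold change of -1.43 (standard error 0.0663, adjusted p = 8.74e-07 from limma) from 2D to 3D, and with LA717 in 3D one of -0.15 (adjusted p = 0.314 from limma). TAT, tyrosine aminotransferase, changed by 2.37 from 2D to 3D, against -0.05 with LA717 (adjusted p = 0.887 from limma). KRT19, an epithelial keratin, changed by 1.42 from 2D to 3D, against 0.04 with LA717 (adjusted p = 0.916 from limma). Over all genes, the root mean square log2 fold change, after the part expected from the replicates was taken off, was 0.287 from 2D to 3D without LA717 and 0.132 with LA717 against without in 3D. The root mean square expected from the replicates was 0.123 in each comparison, and its square was taken off the mean square. The same quantity for 3D with LA717 against 2D was 0.330. In a principal component analysis of the 14884 genes, the first component held 53.7% of the variance and set the 2D arrays (scores -26.4 to -25.5) apart from all 3D arrays, and the second held 12.2% and set the 3D arrays without LA717 (-15.1 to -7.01) apart from those with it (6.27 to 11.6). By the 2-fold rule, 1.38% of the genes changed from 2D to 3D and 0.107% with LA717 in 3D. Over all features, named or not, these shares were 1.45% and 0.755%, and the root mean squares 0.253 and 0.160. These shares are 778 and 405 features, of which 660 and 91 also passed limma's adjusted p over all features. Of the 405, 319 were unnamed features higher with LA717, and 189 of those carry numbers below the first named feature. What they measure, control features included, is not known here. From the smaller number of genes changed by LA717 in 3D than between 2D and 3D in Fig. 3, the paper concludes that the impact of LA717 on the gene expression profile is relatively low.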

**Figure 3:**
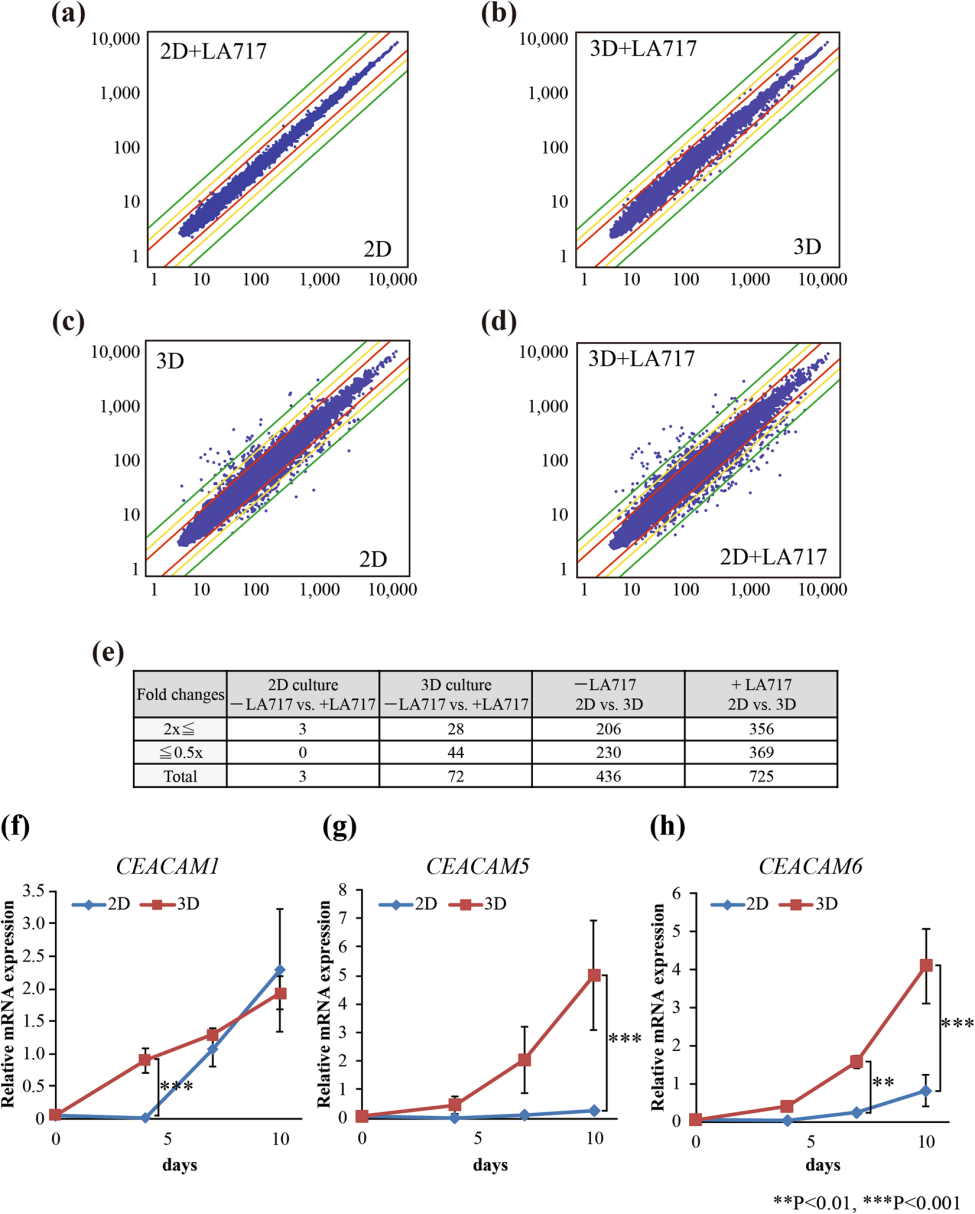
Microarray analyses on gene expression changes caused by 2D vs 3D and by LA717. **(a-d)** A549 cells were cultured with or without 0.030% (w/v) LA717 for 7 days under 2D or 3D conditions. Comparisons were made in indicated combinations. Scatter plots represent individual genes’ expression levels in each condition. Red, yellow and green lines indicate the range of ×2, ×3, ×5 differences. **(e)** The number of genes with greater than twofold changes in each comparison. **(f**–**h)** Real-time PCR analyses of *CEACAM1* (**f**), *5* (**g**) and *6* (**h**) gene expression in 2D and 3D cultures. A549 cells were cultured on 96-well cell-attachable (2D, blue) or low-attachment plates with 0.030% (w/v) LA717 (3D, red) for 4, 7 and 10 days. Data represent mean expression ± SD normalised by *GAPDH* gene for 3 independent experiments. Statistical significance was analysed with Tukey’s test.

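In 3D culture with LA717, CEACAM5, KRT20, CD22 and CEACAM6 stood among the 10 largest rises over 2D culture of the genes called, and EGR1, DKK1, FOS and FGG among the 10 largest falls. CEACAM5 had an intensity of 398 ± 44.3 (SD, n = 3 arrays) with LA717, a log2 fold change over 2D of 4.38 (standard error 0.159, adjusted p = 1.33e-07 from limma). KRT20 had an intensity of 454 ± 26.6 (SD, n = 3) with LA717 and 33.8 ± 4.86 (SD, n = 3) in 2D, a log2 fold change of 3.76 (standard error 0.109, adjusted p = 1.13e-07 from limma). CD22, a lectin best known from B cells, had an intensity of 143 ± 17.6 (SD, n = 3) with LA717 and 15.5 ± 1.71 (SD, n = 3) in 2D, a log2 fold change of 3.21 (standard error 0.115, adjusted p = 1.33e-07 from limma). CEACAM6 had an intensity of 3187 ± 381 (SD, n = 3) with LA717 and 511 ± 93.9 (SD, n = 3) in 2D, a log2 fold change of 2.65 (standard error 0.133, adjusted p = 9.19e-07 from limma). Among the falls, EGR1 had an intensity of 54.5 ± 12.5 (SD, n = 3) with LA717, a log2 fold change of -5.01 (standard error 0.178, adjusted p = 1.33e-07 from limma). DKK1 had an intensity of 95.5 ± 21.2 (SD, n = 3) with LA717 and 1205 ± 96.0 (SD, n = 3) in 2D, a log2 fold change of -3.68 (standard error 0.178, adjusted p = 7.23e-07 from limma). FOS, a subunit of AP-1, fell by 2.68 on the log2 scale, FGG fell by 2.65 and DUSP1, a phosphatase of MAP kinases, fell by 2.32. Of the 40 genes of Table S3, 23 had a named feature here (10 of the up-regulated and 13 of the down-regulated), and the others were not analysed here. All 23 passed limma's adjusted p in the direction of the table, and since the study chose them on these samples, this is not independent evidence of their direction. All 23 were also at least 2-fold changed in the same direction in 3D without LA717 against 2D. Between the 3D cultures with and without LA717, 9 of the 23 passed limma's adjusted p, 2 of the up-regulated genes higher with LA717 (KRT20 and CD22) and 7 of the down-regulated genes lower (EGR1, DKK1, FOS, FGG, JUNB, DUSP1 and PAQR5). Of these, EGR1, DKK1 and FGG passed it under each alternative run, and the others lost it when 1 array was left out. The table's genes were chosen as the largest changes of the arrays with LA717 over the 2D arrays. Both groups of arrays enter these comparisons again, so the agreement in direction is not independent of that choice here either. Over all 14884 genes, 169 were at least 2-fold higher in 3D with LA717 than in 2D and 136 at least 2-fold lower, and each of these 305 also passed limma's adjusted p. With a pseudocount of 16, 85 were at least 2-fold higher and 85 lower, and over all features, named or not, 841 and 514. At limma's adjusted p alone, 1991 genes were higher and 1544 lower, and over all features 3505 and 2671. In 39.6% of the genes the arrays of the 2 groups did not overlap, against 10% by chance. Of 32 measured cell cycle genes, 26 were higher and 1 lower (29 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 5.23e-15 but an adjusted p = 0.242 with an estimated correlation. Of 16 measured p53 targets, 14 were lower and 0 higher (0 higher and 14 lower when adjusted over the list alone), with a camera adjusted p of 2.51e-11 and an adjusted p = 0.00458 with an estimated correlation. Of 18 measured genes of gut and mucous epithelium, 9 were higher and 1 lower (10 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 7.78e-05 but an adjusted p = 0.0906 with an estimated correlation. Without CEACAM5, CEACAM6, KRT20 and AGR3, which stand in Table S3, 5 of 14 were higher and 1 lower (6 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 0.136 and an adjusted p = 0.274 with an estimated correlation. This test was chosen after the data were seen.

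**Figure D2:**
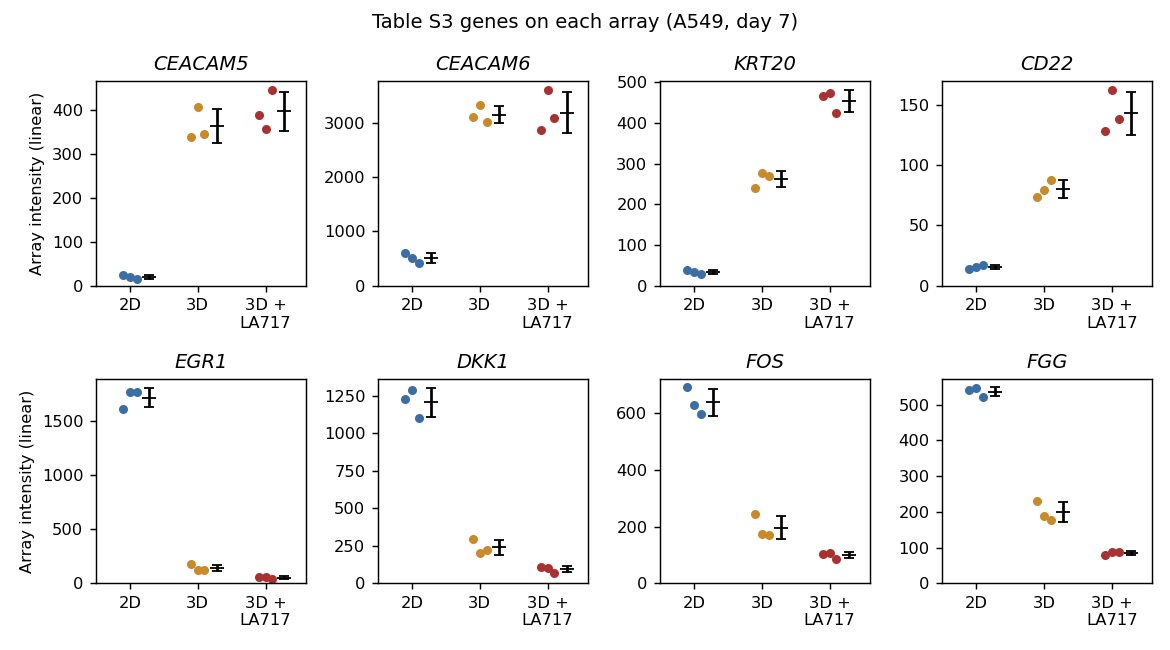
Array intensities (linear scale) of 8 genes of Table S3 on each array in 2D, 3D without LA717 and 3D with LA717 (points, 1 array each; bars, mean ± SD, n = 3). CEACAM5 and CEACAM6 lie at like levels in both 3D conditions, KRT20 and CD22 are highest with LA717, and EGR1, DKK1, FOS and FGG are lowest with LA717.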

Supplementary Table S3 shows the twenty most up- or down-regulated protein-coding genes in cells cultured in 3D in the presence of LA717 compared to the 2D culture. Of those, changes in the expression of carcinoembryonic antigen-related cell adhesion molecule (*CEACAM*) *5* and *6* were confirmed using real-time quantitative PCR (Fig. 3g,h), along with *CEACAM1* as a control (Fig. 3f). *CEACAM5* and *6* were up-regulated over time in the 3D condition with LA717. In contrast, there was no significant difference in *CEACAM1* expression between cells cultured in 2D and 3D after 7–10 days, although on day 4 the expression was higher in 3D (Fig. 3f). The data is consistent with the report that regulation of *CEACAM1* gene expression was different from that of *CEACAM5* and *6* genes^24^. 

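Most genes called against 2D culture in both 3D conditions moved the same way with and without LA717. CCL2, a chemokine that attracts monocytes, had log2 fold changes over 2D of 2.35 (adjusted p = 9.96e-07 from limma) without LA717 and 2.61 (adjusted p = 4.11e-07 from limma) with it. LYZ had one of 2.61 (adjusted p = 3.23e-07 from limma) with LA717, and GDF15 one of -1.78 (adjusted p = 3.23e-07 from limma). VTCN1 had one of 3.08 (adjusted p = 1.33e-07 from limma) with LA717, and JUNB one of -2.51 (adjusted p = 1.33e-07 from limma). Of the genes higher than in 2D, 1215 were higher in both 3D conditions, and of the genes lower than in 2D, 957 were lower in both, at limma's adjusted p. Independent lists of these sizes would share 203 and 137 genes. Opposite calls were made for 2 genes, F2RL2, a thrombin receptor, with log2 fold changes of -0.34 without LA717 and 0.44 with it, and TESC, a calcium-binding protein, with 0.35 and -0.33. Both were picked out after their values were seen. Changes of at least 2-fold in the same direction in both conditions were found for 164 genes, and in opposite directions for 0. Across the 14884 genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.860 and the same sign in 77.6% of genes. Both comparisons use the same 2D arrays. Simulated groups without any change, with 1 simulated 2D group shared by both comparisons, gave a correlation of 0.499 and the same sign in 66.6%. The covariance was 0.0944, and 0.00749 in the simulation, a difference of 0.0869. With the 2D arrays divided so that neither comparison shares one, 1 in one comparison and 2 in the other, the mean over the 6 ways was a correlation of 0.718, the same sign in 67.8% and a covariance of 0.0862. This test was chosen after the data were seen. As it shares no array, the simulated values above, which come from a shared 2D group, are not its reference. The overlap of calls was not counted with such a division, so part of its excess may come from the shared arrays.

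**Figure D3:**
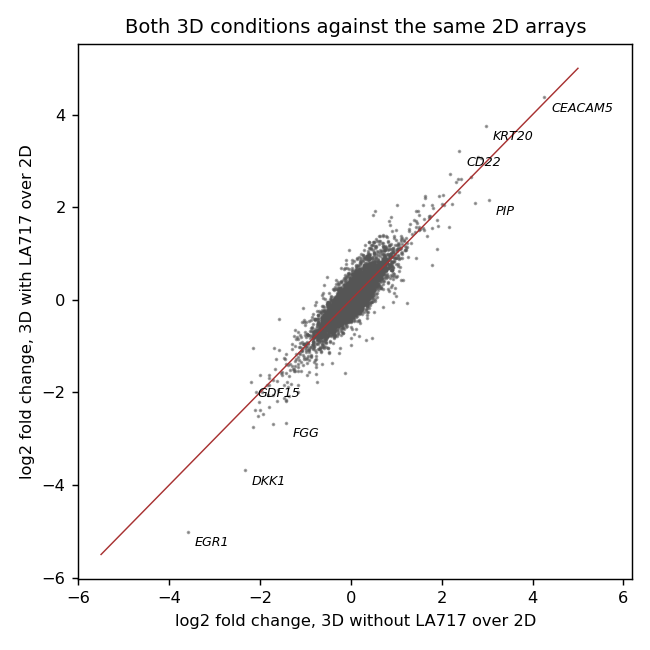
Log2 fold changes of 14884 genes in 3D without LA717 over 2D (horizontal) and 3D with LA717 over 2D (vertical), both against the same 2D arrays, with the line of equal change. Points lie along the line (correlation 0.860), with KRT20 and CD22 above it and PIP, EGR1, DKK1 and FGG below it.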

Taken together, while 2D versus 3D conditions give a strong impact on gene expression profile, additional LA717 has relatively little effect on gene regulation.

### Anti-cancer drug evaluation in 3D culture with LA717

To assess the benefit of LA717 for drug screening, we examined the sensitivity of A549 cells to anti-cancer drugs in the presence or absence of LA717 on low-attachment plates. We chose the anti-mitotic drug Paclitaxel^25^ and the MEK1/2 inhibitor Trametinib^26^ as established anti-cancer drugs, and an AKT inhibitor MK-2206^27^ as a candidate anti-cancer drug, for the cytotoxicity analyses. Figure 4a and Supplementary Table S4 show the sensitivity of A549 cells to Paclitaxel, Trametinib and MK-2206 in 2D on cell-attachable plates and in 3D on low-attachment plates in the presence of LA717. As for Paclitaxel, the effect of inhibiting cell survival was similar in both 2D and 3D cultures. In contrast, Trametinib and MK-2206 were shown to be more effective in 3D than in 2D. In fact, the value of IC50 of MK-2206 on inhibition of cell growth was more than 10 times different between 2D and 3D cultures (Table S4). The result demonstrates that the effect of both Trametinib and MK-2206 (the drugs proven to be effective *in vivo*^26,27^), is masked in the 2D assessment, but is clearly manifested in 3D cultures with LA717. The data also suggest that the action of certain signal transduction inhibitors can be elucidated at lower concentrations in 3D culture.

**Figure 4:**
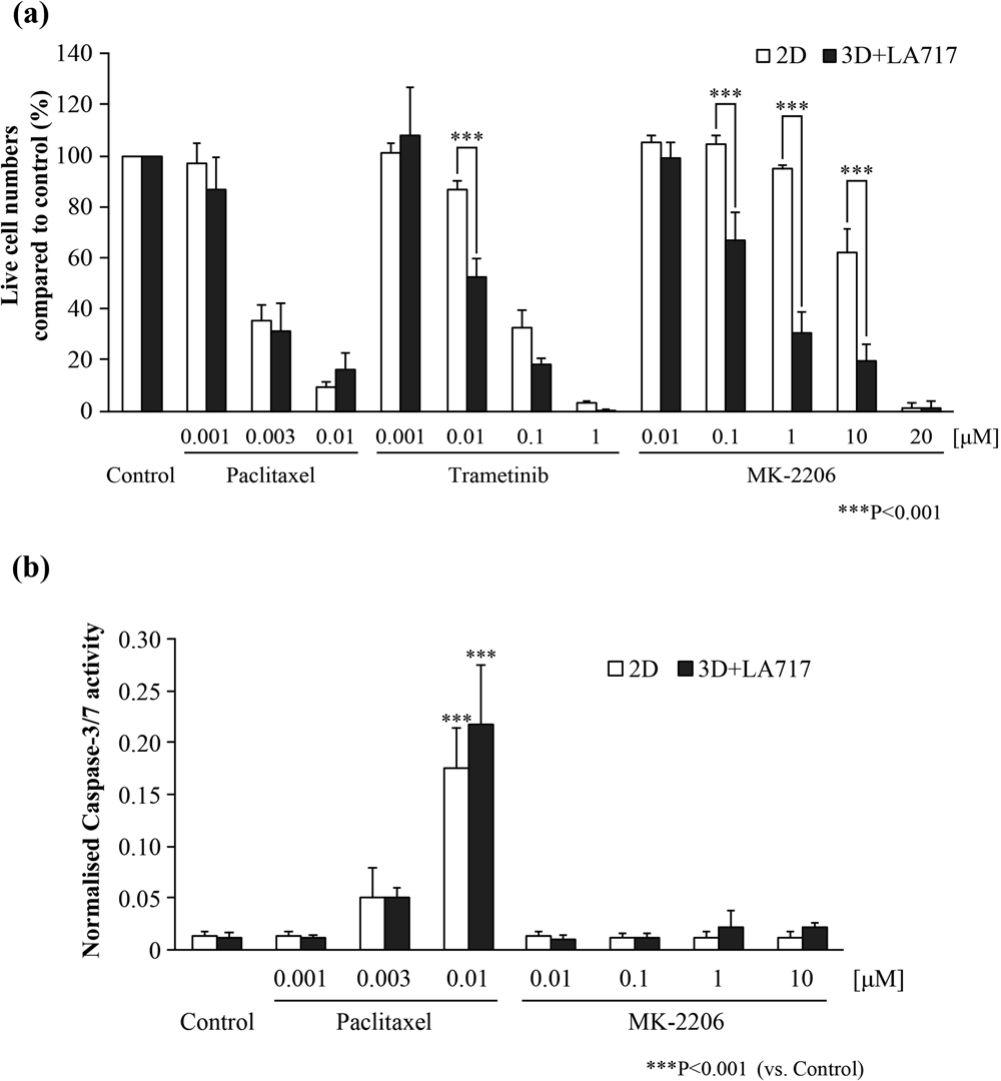
Application of 3D culture with LA717 to anti-cancer drug evaluation. **(a)** A549 cells were grown at 1000 cells/well in 96-well cell-attachable plates in DMEM (2D) or in low-attachment plates with 0.030% (w/v) LA717 (3D). After 1 day of culture, anti-cancer drugs or DMSO (Control) were added. The cells were further cultured for 7 days and the cell number was counted using ATP assay. Data represent means ± SD of 3 independent experiments. Statistical significance was analysed with Tukey’s test. **(b)** Anti-cancer drug-treated cells were prepared as in (**a**). The Y-axis indicates the Caspase 3/7-Glo value (apoptosis activity) normalised to the ATP value (cell number). Statistical significance was analysed with Dunnett’s test (vs. Control). Data represent means ± SD of 3 independent experiments.

We also examined caspase activity on Paclitaxel and MK-2206 to test the specificity of drug action in the culture. As expected as an anti-mitogenic inhibitor^25^, Paclitaxel induced caspase activity in a dose-dependent manner in both 2D and 3D with LA717 (Fig. 4b). In contrast, MK-2206, which inhibits cell proliferation independent of caspase^28,29^, did not induce caspase activity in 2D or 3D. The data demonstrates that the 3D culture with LA717 faithfully presents the drug function and hence is likely a useful method for evaluating the activity of anti-cancer drugs.

Next, we examined the impact of serum on the efficacy of Paclitaxel and MK-2206 using 2D and 3D cultures, as serum-free media are often used to evaluate anti-cancer drugs on cancer stem cells. We employed the MCF-7 human breast adenocarcinoma cell line for this experiment because MCF-7 cells exhibit more vigorous growth in the absence of serum in the 3D condition than A549 cells (data not shown). Supplementary Figure S3 and Table S5 show the sensitivity of MCF-7 cells to Paclitaxel and MK-2206 when cultured in 2D or 3D with or without LA717. Similarly to what is seen in A549 in Fig. 4a, the cytotoxic effect of MK-2206 on MCF-7 was more prominent in 3D than in 2D in the presence of serum, although MCF-7 showed a slightly higher sensitivity to MK-2206 in 2D (Fig. S3) compared to A549. The effect of Paclitaxel was similar in both 2D and 3D on MCF-7, as was seen on A549 cells. In the serum-free condition, however, the effect of 3D culture with LA717 in exhibiting the cytotoxicity of MK-2206 was no longer observed, as both 2D culture and 3D culture with LA717 showed a similar efficacy of MK-2206 (Fig. S3). Hence the effect of 3D culture on the toxicity of MK-2206 on MCF-7 is serum-dependent.

Next, we compared the effect of MK-2206 between 3D culture with LA717 and conventional soft agar assay (Fig. S4). The efficacy of MK-2206 on A549 cell growth in 3D culture with LA717 was similar to that in the soft-agar culture. In contrast, 3D cultures without LA717 or 2D cultures showed lower efficacy compared to that with LA717. The result indicates that the 3D culture with LA717 is comparable to soft agar cultures with the added benefit of practicality in handling and microscopic observation. The lower sensitivity of cells cultured under 3D conditions without LA717 might be due to decreased drug permeability of large sized-spheroids.

### 3D culture with LA717 increases feasibility in high-content analysis/screening system

We next investigated whether LA717 is suitable for drug evaluation with automated cell imaging apparatus, that is, high-content analysis/screening (HCA/HCS). As shown in Fig. 5a, A549 cells grown in low-attachment 96-well plates in the absence of LA717 formed large clumps that tend to stay at the periphery of the well, hence the automated imaging system often fails to capture such cell images. LA717-containing medium provided homogeneous dispersion of A549 cell spheroids (Fig. 5b; see also Fig. 1b,c). The growth inhibitory effect of anti-cancer drugs was reflected on the size and number of the spheroids as well as the cell number in each spheroid, that were all readily detectable by the imaging analyser thanks to the clear medium and the cells staying at the single focal plane (Fig. 5c–e). As shown in the quantitative analysis in Fig. 5f–h, Paclitaxel, Trametinib and MK-2206 decreased all parameters; spheroid diameter, the cell number in individual spheroids and the number of spheroids, in a concentration dependent manner. The IC50 values obtained by the imaging analyser were comparable to those obtained by the ATP assay (Supplementary Table S4). In addition, the automated image analyser was able to detect apoptosis inside the spheroid of Paclitaxel-treated A549 cells (Fig. 6a–d) by Paclitaxel, while no significant caspase activity was detected in cells treated with MK-2206 (Fig. 6e). This was in consistent with the observation shown in Fig. 4b. These data indicate that the 3D culture with LA717 is suitable for the HCA/HCS.

**Figure 5:**
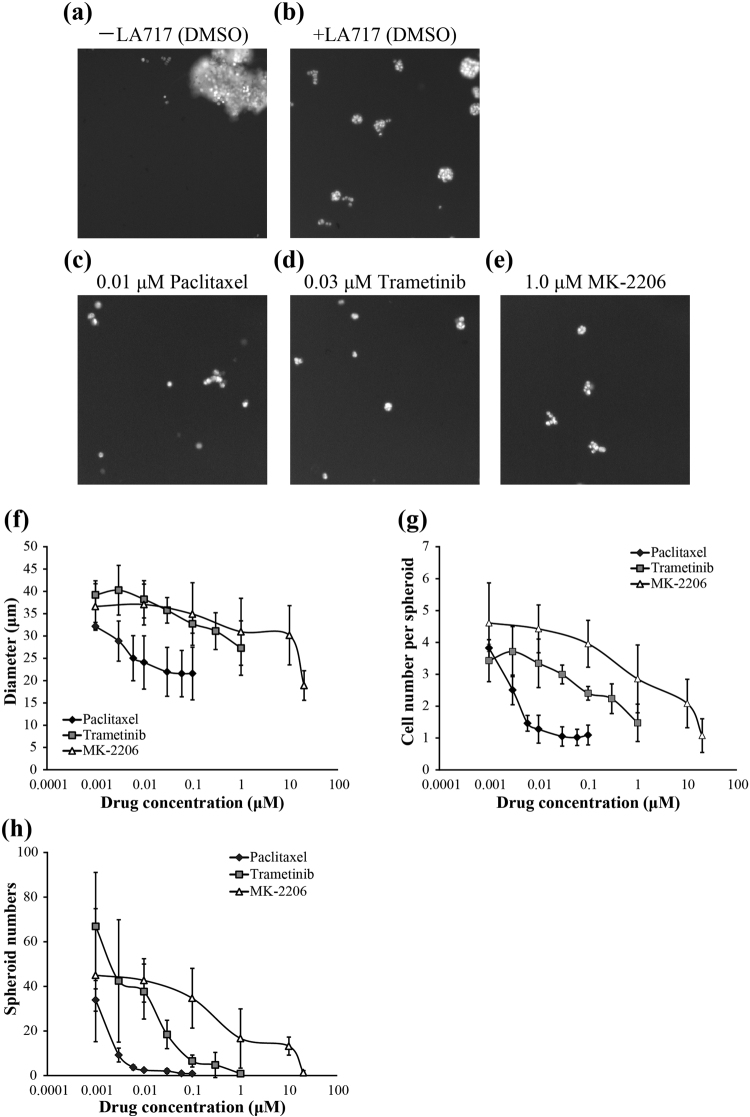
The high content analysis of A549 cells treated with anti-cancer drugs. Anti-cancer drug-treated cells were prepared as in Fig. 3(a). (**a–e**) Fluorescent images of A549 spheroids stained with Hoechst 33342. A549 spheroids were cultured without (**a**) or with 0.030% (w/v) LA717 (**b**–**d**). They were treated with DMSO (**a, b**; control), 0.01 μM Paclitaxel (**c**), 0.03 μM Trametinib (**d**) or 1.0 μM MK-2206 (**e**) for 7 days. **(f–h)** Dose-dependent effect of anti-cancer drugs on A549 cell growth. Graphs show the diameter of spheroids (**f**), the cell number in an A549 spheroid (**g**), and the total number of spheroids (diameter ≥50 μm) (**h**). Data represent means ± SD for 3 independent experiments.

**Figure 6:**
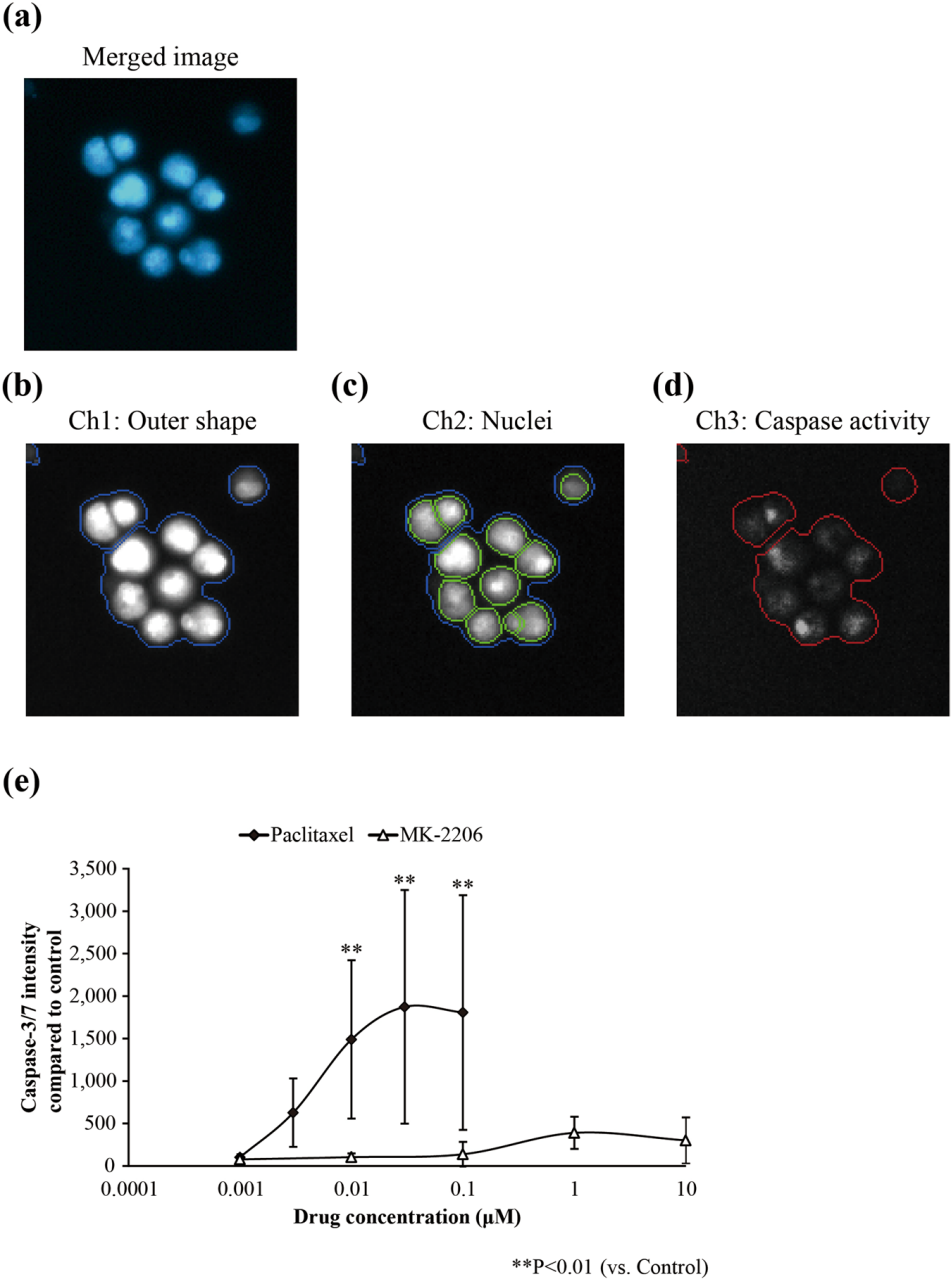
Caspase-3/7 assay on anti-cancer drugs-treated A549 cells using HCA. **(a**–**d)** Fluorescent images of A549 spheroid stained with Hoechst 33342 and CellEvent^TM^ Caspase-3/7 Green Detection Reagent, taken using the Cellomics® ArrayScan® VTI. Images are the merged image (**a**), the outline of cells (b, Ch 1), nuclei (c, Ch2) and caspase-3/7 activity (d, Ch3). **(e)** Detection of activated Caspase-3/7 in A549 spheroids (diameter ≥50 μm). The intensity of CellEvent^TM^ staining was measured within the area outlined in (**b**) (blue line in (**b**) and red line in (**d**)). Y axis shows the intensity of CellEvent^TM^ Caspase 3/7 Green Detection Reagent compared to the control (DMSO-treated spheroids). Statistical significance was analysed by Dunnett’s test (vs. Control). Data represent means ± SD of 3 independent experiments.

To further evaluate the use of LA717 in a large-scale screening, we performed a HTS/HCS using 384-well low-attachment plates and LA717-containing medium. The coefficient of variation (CV) and the Z’-factor for the plate, when counting A549 cell number using ATP assay after 5 days of culture, were 10.76 ± 1.94 and 0.67 ± 0.05, respectively. Given that the Z’-factor is above 0.5, the statistical dispersion of cell growth per well is in an acceptable range. Supplementary Figures S4 and S5 show the growth-inhibitory effect of anti-cancer drugs, Paclitaxel, Trametinib and MK-2206, that were assessed using the 384-well low-attachment plates with LA717-containing medium with ATP assay (Supplementary Figure S4) and imaging analyser (Supplementary Figure S5). These results demonstrate that LA717-containing 3D culture is suitable for HTS/HCS with 384-well plates, which enables us to perform large-scale screening.

## Discussion

We have demonstrated that the LA717 offers a new type of 3D culture method that has unique features and advantages. The main feature is that, when cells are seeded in the LA717-containing medium following dissociation, the cells uniformly disperse in the medium and does not gather to form clumps. This is due to the feature of LA717 that (1) it prevents new cell adhesion while allowing to maintain existing cell adhesion after cell division and (2) it keeps the movement of the liquid to a minimum by occupying the space, hence convection is kept minimum and the cells and spheroids stay at the same position. These features not only prevent cells from forming clumps and become necrotic, but also make the analyses effective, as the spheroids are relatively homogeneous in size over time and readily exposed to the medium. The system is especially useful for studying the effect of exogenous factors in the medium, as we have shown higher sensitivities to some of anti-cancer drugs compared to the conventional 2D system. The fact that the cells and spheroids tend to stay still in their position is advantageous for capturing time-lapse movies. The high solubility of LA717 to the medium and its transparency are other advantages for the imaging analysis. In addition, the low viscosity of the medium enables practical handling of the medium. Thus, LA717 makes a virtual 3D culture possible in a liquid form.

Another unique feature is that LA717 does not serve as a scaffold. It is therefore more suitable for cancer cell studies such as drug screening and the evaluation, and not for non-cancerous cells such as epithelial cells and fibroblasts that require scaffolds. For these cell types, adding a certain amount of gel matrix together with LA717 will allow formation of epithelial cysts and spindle shaped-morphology, respectively, keeping some space for additional exogenous factors to test. Thus, LA717 has further potential applications yet to develop. At present, the feature of LA717 may be best presented in anti-cancer drug tests as shown in this study, where cells do not require scaffold and form homogeneous spheroids in the liquid medium, allowing the cells to be consistently exposed to dissolved drugs. Large-scale screening of anti-cancer drugs with HCA/HCS is also a well-suited application of LA717, in which transparent and non-viscous medium makes auto-imaging and liquid-handling possible. It is anticipated that LA717 promotes applications of HCS to the increasingly demanding field such as personalised medicine using patients’ tumor cells. Cells’ sedimentation and even distribution on the plate is a definite advantage not only for HCA/HCS but also for conventional time-lapse imaging.

One of the striking results in this study is that the cytotoxic effect of the AKT inhibitor MK-2206 is only evident in the 3D culture and not in 2D, whereas that of Paclitaxel, an anti-mitogenic drug, is similar in 2D and 3D. Our result is consistent with the report by Riedl *et al*. that 3D-cultured spheroids show augmented response to AKT-mTOR or MEK inhibitors compared to 2D-cultured cells^30^. In addition, we found that elimination of serum from the medium weakens the growth-inhibitory effect of MK-2206 in the 3D condition while the effect of Paclitaxel was not affected. It would be interesting to know whether drugs working on signal transduction pathways tend to show more prominent effects in 3D cultured cells than in 2D, and whether the similar effects between 2D and 3D is a common feature for anti-mitogenic drugs. It is noteworthy that Trametinib and MK-2206 have been reported to be of relatively low efficacy on cell growth inhibition compared to anti-mitogenic drugs when using 2D culture methods^31–33^. It is possible that the *in vivo* effect of drugs that target AKT or MEK is masked in conventional 2D cultures. In addition, it has been reported that 2D cell cultures induce phosphorylation of ERK1/2 and AKT in cancer cells compared to tumours xenografted in mice, thus resulting in high activity within the pathways and low sensitivity to the blockers^30,34^. In this respect, anti-cancer assay models employing 3D cultures with LA717 are more relevant to *in vivo* conditions compared to those employing 2D cultures.

The analysis of the gene expression profile revealed that there was a relatively small difference between the presence and absence of LA717 in 3D, despite the apparent difference in the shape of the aggregate. This might be because the main difference caused by the presence or absence of LA717 is likely cell necrosis, which does not involve transcriptional regulation, as is evident in apoptosis. In this regard, the fact that LA717 does not act as a microenvironmental factor is another benefit, allowing researchers to add exogenous factors of their choice for examination.

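No single measured gene of the lists of programmed cell death was called between the 3D cultures with and without LA717, but both lists passed fry's mixed test, which takes members of either direction. Of 18 measured apoptosis genes, 0 were higher and 0 lower at limma's adjusted p with LA717 (1 higher and 1 lower at an unadjusted p under 0.05; 0 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of -0.01 and a camera adjusted p of 0.922. By fry, its adjusted p was 0.953 for a shared direction and 0.0290 in the mixed test. Of 10 measured genes of necroptosis and pyroptosis, 0 were higher and 0 lower (1 higher and 1 lower at an unadjusted p under 0.05; 0 higher and 0 lower when adjusted over the list alone), with a median of -0.04 and a camera adjusted p of 0.840. By fry, its adjusted p was 0.932 for a shared direction and 1.25e-05 in the mixed test. The mixed test passed for 24 of the 31 lists in this comparison, so it is not specific to cell death. BBC3, a trigger of mitochondrial apoptosis, had a log2 fold change of -0.15 with LA717 against without (adjusted p = 0.509 from limma), BAX one of 0.12 (adjusted p = 0.571 from limma) and MLKL, which ruptures the plasma membrane in necroptosis, one of 0.26 (adjusted p = 0.118 from limma). HMGB1, a chromatin protein released by dying cells, had one of 0.28 (adjusted p = 0.470 from limma). Its intensities on the 3D arrays were 22.25 to 36.44, where the 75th percentile of all features was 35.43 to 36.63. Which of its transcripts the HMGB1 feature measures was not examined. Among 20 measured hypoxia genes, 0 were higher and 0 lower at limma's adjusted p (1 higher and 6 lower at an unadjusted p under 0.05; 1 higher and 5 lower when adjusted over the list alone). The median of the hypoxia genes was -0.09, with a camera adjusted p of 0.0271 towards lower levels with LA717 but an adjusted p = 0.439 with an estimated correlation and 0.0635 with fry. This camera adjusted p was 0.110 without 3D without LA717 replicate 1 and 0.0868 without 3D with LA717 replicate 2. Simulated genes changed by 1.5-fold in this comparison were called in 70% of cases, and those changed by 2-fold in 90%, so small changes of single genes can go uncalled with 3 arrays per group.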

Agar has conventionally been used for soft agar colony formation assays which evaluate the ability of cells to grow in anchorage-independent conditions^35^. The principle of LA717 is similar to this, utilising the nature of agar not serving as a scaffold. Indeed, there was little difference in the efficacy of MK2206 on cancer cell growth between 3D cultures with LA717 and in soft-agar. The major difference is that LA717 is highly soluble, achieved by the low molecular weight and optimal concentration of it. Therefore, LA717 can be used similarly to normal agar for cell culture with the advantage of being able to handle it as a liquid. In this study, application of 3D cultures with LA717 was limited to transformed cells that have the capacity to perform anchorage-independent growth as one of the hallmarks of cancer cells. However, using 3D culture with LA717 may also be useful to examination of non-transformed cells, such as ES/iPS cells, that grow anchorage-independently^36^.

In conclusion, a novel 3D culture method using LA717 improves the growth of spheroid-forming cells, promising it as an effective and sensitive assay approach for detecting changes in cell proliferation, function and drug sensitivity. LA717 enables 3D culture to be a practical, robust and reproducible method, which promotes the effective performance of large-scale assays as well as cell biological studies.

## Materials and Methods

### Compounds and reagents

Low molecular weight (Ultra-agar Ina, average MW 43,000) and standard (S-6, average MW 290,000) agar was purchased from Ina Food Industry Co., Ltd. (Nagano, Japan). To prepare agar stock solution for cell cultures, agar was suspended in pure water to 1.0% (w/v) and dissolved by stirring at 90 °C. The aqueous solution was sterilized at 121 °C for 20 minutes by autoclave. The solution was then added to cell culture media at given concentrations with stirring at room temperature.

Trametinib and MK-2206 were obtained from Santa Cruz (Texas, USA). Paclitaxel was purchased from Wako Pure Chemical Industries (Osaka, Japan).

### Cancer cell lines

All human cancer cell lines used in this study were commercially available. The human cancer cell lines A549, MDA-MB-231, SKOV3, HCT116, MCF-7, A431, T98G, AGS, HeLa and HepG2 were obtained from DS Pharma Biomedical (Osaka, Japan). Other cell lines A375, MNNG/HOS, MIAPaCa-2 and LNCap cells were obtained from American Type Culture Collection (Virginia, USA). A549, A375, HeLa, HepG2, MDA-MB-231 and MIA PaCa-2 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum (FBS). HCT116 and SKOV3 cells were cultured in McCoy’s 5 A medium with 10% FBS. MCF-7, MNNG/HOS and A431 cells were cultured in Eagle’s Minimum Essential Medium (EMEM) with 10% FBS. LNCap cells were cultured in Roswell Park Memorial Institute Medium 1640 (RPMI1640) with 10% FBS. These media were supplemented with a 1% penicillin-streptomycin mix (Sigma-Aldrich, Missouri, USA). Cells were all cultured at 37 °C in a humidified atmosphere with 5% CO_2_.

### Cell culture using medium with LA717

Each human cancer cell line was seeded at a density of 5,000-20,000 cells/mL into the appropriate medium containing 0.03% (w/v) of LA717, and was dispensed into 96-well flat-bottom low-attachment plates using 100–200 μL/well. For the monolayer culture method (2D), each cancer cell line was inoculated at a density of 2,000–15,000 cells/mL in the medium without LA717, and dispensed into 96-well flat-bottom cell-attachable plates (Corning Incorporated) using 100–200 μL/well. These plates were cultured unstirred for 2–10 days.

For the anti-cancer drug test, medium containing a 10-fold concentration of various anti-cancer drugs and 0.03% (w/v) LA717-containing cell culture media were combined at the ratio of 1:9.

### Cell proliferation assay

For the cell proliferation assay, cells were counted as follows: for the WST-8 assay, WST-8 solution (Dojindo Laboratories, Kumamoto, Japan) was added to the cell culture at the 1/10 of the volume and incubated at 37 °C for 100 minutes. Viable cells were counted by measurement of the absorbance at 450 nm using the absorbance spectrometer SpectraMax® 190 (Molecular Devices, California, USA). For the ATP assay, an equal volume of ATP reagent (CellTiter-Glo® Luminescent Cell Viability Assay; Promega, Wisconsin, USA) was added to the culture medium and the luminescence intensity (Relative Light Unit (RLU) value) was measured using FlexStation3 (Molecular Devices, California, USA). For the trypan blue exclusion assay, spheroids were dissociated to single cells by trypsin-EDTA treatment for 10 min and then cells were stained with an equal volume of 0.4% (w/v) trypan blue solution (Life Technologies, California, USA). Viable cells were counted using an automated cell counter (Bio-Rad, California, USA, TC20).

### Cell culture on LA717-coated plates

LA717 aqueous solution (1.0% (w/v), 500 μL/well) was added to 12-well flat bottom plates (Corning Incorporated, #3513). After incubation for 60 minutes at room temperature, A549 cells were plated on the LA717-coated plates at a density of 100,000 cells/2 mL/well and were cultured for 5 days. The cultured cells were observed under the light microscope at 100-fold magnification (Olympus, Tokyo, Japan).

### Microarray analysis

Total RNA was isolated from 7-day cultured A549 cells using RNeasy Kit (Qiagen, California, USA) according to manufacturer’s protocol. Each RNA sample was analysed using a GeneChip® Human Gene 2.0 ST Array (Affimetrix, California, USA and Kurabo, Osaka, Japan). Up- and down-regulated genes with at least two fold changes were selected using DNA MicroArray Viewer Software (Kurabo). All data are MIAME compliant and the raw data were deposited in the Gene Expression Omnibus (accession number; GSE103702, GSE103845).

### Real-time PCR

Real-time PCR was carried out for 40 to 45 cycles of 15 seconds at 95 °C and 1 minutes at 60 °C using ABI PRISM® 7700 Sequence Detector (Applied Biosystems, California, USA). All Taqman primers and probes were obtained from Applied Biosystems; *GAPDH* (Hs02758991_g1), *CEACAM1* (Hs00989786_m1), *CEACAM*5 (Hs00944025_m1) and *CEACAM*6 (Hs03645554_m1).

### Apoptosis assay

Caspase 3/7 reagent (Caspase-Glo® 3/7, Promega) was added to the culture medium after 4 days of cell culture as appropriate. Following incubation for 1 hour at room temperature, luminescence intensity (RLU value) was measured using FlexStation3®. The values were normalised to the ATP value.

### High content analysis

For quantitative analyses for the size and distribution of spheroids and anti-cancer drug evaluation, spheroids were stained with 10 μg/mL Hoechst 33342 in phenol red-free DMEM. For caspase-3/7 assay, the staining solution which consisted of DMEM without phenol red, 2 μM CellEvent™ Caspase-3/7 (ThermoFisherScientific, Massachusetts, USA) and 10 μg/mL Hoechst 33342 was added to the culture medium.

After incubation for 45–60 min at 37 °C, fluorescent images were automatically taken, stored, and analysed by Cellomics®ArrayScan® VTI. Ten fields were analysed in each well with a × 10 objective. The morphology algorithm in ArrayScan® VTI was used to detect the saturated fluorescence of Hoechst 33342 that allowed us to identify the outline of spheroids at channel 1, whilst the fluorescence of Hoechst 33342 identifying cell nuclei was detected at channel 2. The fluorescence of CellEvent™ Caspase-3/7 as activated caspase-3/7 was detected at channel 3 within the area gated by the outline of spheroids.

### Statistical analysis

All results are presented as the mean ± standard deviation (SD). Statistical significance was analysed with Student’s t-test, Dunnett’s test, or Tukey’s test as indicated in each legend, using EXSAS ver. 7.1.6.1 (Arm Systex, Osaka, Japan). The level of significance was set at 0.05 unless stated otherwise.

### Data availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

## Electronic supplementary material

Supplementary Information

Supplementary Video

# Supplementary material for: Novel 3D Liquid Cell Culture Method for Anchorage-independent Cell Growth, Cell Imaging and Automated Drug Screening
**Source:** Sci Rep. 2018 Feb 26;8:3627. doi: 10.1038/s41598-018-21950-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Novel 3D Liquid Cell Culture Method for Anchorage-independent Cell Growth, Cell Imaging and Automated Drug Screening

Natsuki Abe-Fukasawa¹, Keiichiro Otsuka¹, Ayako Aihara¹, Nobue Itasaki², and Taito Nishino^{1*}

Shiraoka-shi, Saitama, 349-0218, Japan

Supplementary Table S1. Screening of polysaccharides examined for 3D cell cultures in this study

Polymers	Concentration<br>%(w/v)	Aggregates of<br>polysaccharides	States of A549 cell spheroids	
			Uniform cell<br>dispersion	Suspension vs.<br>Sedimentation
Low molecular<br>weight agar	<0.03	No	No	Sedimentation
	0.03	No	Yes	Sedimentation
	0.05<	No	Yes	Suspending
Standard<br>molecular weight<br>agar	<0.03	Yes	No	Sedimentation
	0.03	Yes	Yes	Sedimentation
	0.05<	Yes	Yes	Suspending
Agarose	<0.03	Yes	No	Sedimentation
	0.03	Yes	Yes	Sedimentation
	0.07<	Yes	Yes	Suspending
Low-melting<br>agarose	<0.1	Yes	No	Sedimentation
	0.1	Yes	Yes	Sedimentation
	0.1<	Yes	Yes	Suspending
κ -Carrageenan	≤ 0.05	No	No	Sedimentation
Xanthan gum	≤ 0.1	No	No	Sedimentation
Gellan gum	<0.01	No	No	Sedimentation
	0.01 $\leq$	No	Yes	Suspending
Methyl cellulose	<0.6	No	No	Sedimentation

Low-molecular weight agar (Ina) and Standard-molecular weight agar (S-6) were purchased from Ina Food Industry (Nagano, Japan). Agarose (Agarose S) was obtained from Nippon-Gene (Japan). Low-melting agarose and Methyl cellulose (cP1500) were obtained from Sigma-Aldrich (Missouri, USA). κ -carrageenan, xanthan gum and Gellan gum (Kelcogel CG-LA) were purchased from Sansho (Osaka, Japan). Each polysaccharide was suspended in pure water to a concentration of 0.1-1% (w/v) and

dissolved by stirring at 80-90 °C with the exception of methyl cellulose which was dissolved by stirring on ice. The aqueous solutions were further diluted in DMEM to the final concentration. After preparation, the medium in a tube was observed to detect the presence of aggregate of polysaccharide.

A549 cells were seeded at a density of 20,000 cells/mL in the above polysaccharides containing medium and dispensed into 96-well flat-bottom low attachment plates using 100 μ L/well. The state of A549 spheroid was observed after 7 days of culture; dispensed homogeneously or not, and sedimented or suspended in the medium.

Supplementary Table S2. The physical characteristic of LA717 containing medium

Sample	Viscosity<br>(mPa · S)	Osmotic pressure<br>(mOsm/kg)	Absorbance<br>O.D.450nm	pH
Control: DMEM	0.729±0.001	384.2±2.049	0.327±0.006	7.342±0.013
0.03% LA717 containing<br>DMEM	0.785±0.014*	371.8±2.490*	0.323±0.004	7.370±0.012*
0.03% sterile water<br>(vehicle) containing<br>DMEM	0.729±0.001	370.2±0.447*	0.322±0.003	7.400±0.017*
0.4% Agarose containing<br>DMEM	1.879±0.018*	Not tested	Not tested	Not tested
0.03% Methyl cellulose<br>containing DMEM	0.850±0.019*	Not tested	Not tested	Not tested

*P<0.05 (vs. Control)

The viscosity of the medium was measured using the rolling-ball viscometer, Lovis 2000 M (Anton Paar, Graz, Austria) at 37 °C. A glass capillary tube (1.59 mm) containing a steel ball was used with an angle of 70°. The osmolarity, absorbance and pH of the medium was measured by using the Osmometer (VOGEL, Giengen, Germany), FlexStation3® (Molecular Devices, California, USA) and pH METER F-72 (HORIBA, Kyoto, Japan).

DMEM containing 0.4% agarose or 0.03% methyl cellulose, frequently used for anchorage independent cell growth tests such as colony assays, was employed as an example of highly viscous medium. Agarose (Lonza, Basel, Switzerland; SeaPlaque™ Agarose) was dissolved in water at 1.2% (w/v) by heating with a microwave oven.

Aqueous solution of Methyl cellulose (Sigma-Aldrich, Missouri, USA) was prepared as described in Table S1. Equal volumes of the agarose or methyl cellulose solution, 2X DMEM prepared from powdered medium (Thermo Fisher Scientific, Massachusetts, USA) and DMEM (Wako Pure Chemical Industries, Osaka, Japan) were mixed. Statistical significance was analysed by Tukey's test. Data represent means $\pm$ SD of 5 independent samples.

Supplementary Table S3. Twenty most up- or down-regulated genes in LA717-treated A549 cells

Up-regulated gene	Description	Fold change<br>(vs. 2D)
<i>LOC93432</i>	maltase-glucoamylase (alpha-glucosidase)	25.69±8.12
<i>CEACAM5</i>	carcinoembryonic antigen-related cell adhesion molecule 5, transcript variant 2	21.51±7.11
<i>PLEKHS1</i>	pleckstrin homology domain containing, family S member 1, transcript variant 2	13.96±4.23
<i>KRT20</i>	keratin 20	13.56±1.32
<i>CDH17</i>	cadherin 17, LI cadherin (liver-intestine), transcript variant 2	10.00±1.32
<i>CD22</i>	CD22 molecule, transcript variant 2	9.28±1.26
<i>VTCN1</i>	V-set domain containing T cell activation inhibitor 1, transcript variant 2	8.49±0.41
<i>AGR3</i>	anterior gradient 3	8.41±1.68
<i>BPIFB1</i>	BPI fold containing family B, member 1	7.76±1.15
<i>CYP4F11</i>	cytochrome P450, family 4, subfamily F, polypeptide 11, transcript variant 2	7.30±0.89
<i>CEACAM6</i>	carcinoembryonic antigen-related cell adhesion molecule 6 (non-specific cross reacting antigen)	6.39±1.44
<i>F5</i>	coagulation factor V (proaccelerin, labile factor)	6.30±2.63
<i>TCN1</i>	transcobalamin I (vitamin B12 binding protein, R binder family)	6.28±1.69
<i>FAM196B</i>	family with sequence similarity 196, member B	6.27±0.59
<i>CCL2</i>	chemokine (C-C motif) ligand 2	6.18±1.16
<i>LYZ</i>	Lysozyme	6.14±0.87
<i>KRT4</i>	keratin 4	5.88±0.82
<i>FAM111B</i>	family with sequence similarity 111, member B, transcript variant 2	5.52±0.80
<i>SLC17A4</i>	solute carrier family 17, member 4, transcript variant 2	5.51±0.82
<i>TAT</i>	tyrosine aminotransferase	5.07±0.85

Down-regulated gene	Description	Fold change<br>(vs. 2D)
<i>EGR1</i>	early growth response 1	0.032±0.008
<i>SNAP25</i>	synaptosomal-associated protein, 25kDa, transcript variant 1	0.068±0.006
<i>DKK1</i>	dickkopf WNT signaling pathway inhibitor 1	0.079±0.013
<i>CYR61</i>	cysteine-rich, angiogenic inducer, 61	0.156±0.026
<i>FOS</i>	FBJ murine osteosarcoma viral oncogene homolog	0.156±0.014
<i>FGG</i>	fibrinogen gamma chain (FGG), transcript variant gamma-A	0.160±0.012
<i>GADD45B</i>	growth arrest and DNA-damage-inducible, beta	0.170±0.030
<i>JUNB</i>	jun B proto-oncogene	0.177±0.025
<i>OLFML2A</i>	olfactomedin-like 2A, transcript variant 2	0.193±0.027
<i>DUSP1</i>	dual specificity phosphatase 1	0.201±0.021
<i>QPRT</i>	quinolinate phosphoribosyltransferase	0.216±0.028
<i>PAPPA</i>	pregnancy-associated plasma protein A, pappalysin 1	0.218±0.036
<i>SOCS3</i>	suppressor of cytokine signaling 3	0.228±0.071
<i>ST6GAL2</i>	ST6 beta-galactosamide alpha-2,6-sialyltransferase 2, transcript variant 2	0.228±0.055
<i>PAQR5</i>	progesterone and adipoQ receptor family member V, transcript variant 1	0.232±0.037
<i>SULT2B1</i>	sulfotransferase family, cytosolic, 2B, member 1, transcript variant 1	0.235±0.051
<i>FOSB</i>	FBJ murine osteosarcoma viral oncogene homolog B, transcript variant 2	0.237±0.018
<i>SLC6A15</i>	solute carrier family 6 (neutral amino acid transporter), member 15, transcript variant 3	0.240±0.008
<i>LBP</i>	lipopolysaccharide binding protein	0.242±0.003
<i>HS3ST6</i>	heparan sulfate (glucosamine) 3-O-sulfotransferase 6	0.247±0.060

The gene expression analysis was performed using total RNA of A549 cells cultured for 7 days in 2D or 3D (0.030% LA717). The DNA microarray assay was conducted with a GeneChip® Human Gene 2.0ST Array (Affimetrix, USA). Twenty most up- or

down-regulated protein-coding genes are shown. Data represent means $\pm$ SD of 3 independent experiments.

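For each of the 23 genes of this table that had a named feature here, the mean and the SD of 3 ratios, each the intensity on a 3D array with LA717 over that on the 2D array of the same replicate number, equal the table's fold change and SD at its printed decimals. CEACAM5 had ratios of 16.0 to 29.5 (mean 21.5 ± 7.11, SD, n = 3), and the ratio of its mean intensities was 20.5. EGR1, which fell, had ratios of 0.0226 to 0.0378 (mean 0.0319 ± 0.00812, SD, n = 3). LBP, a plasma protein that binds bacterial lipopolysaccharide, had ratios of 0.239 to 0.245 (mean 0.242 ± 0.00280, SD, n = 3). A value below 1 in the table is therefore a fall, and each SD is the spread of the 3 ratios, not of the intensities. Among the named protein-coding genes measured here, 0 lay beyond the smallest change listed in either direction without being listed.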

Supplementary Table S4. The IC₅₀ value of anticancer drugs for A549 cells cultured in 2D and 3D with LA717 conditions

Conditions	IC ₅₀ (μM)<br>(95% confidence interval)<br>by ATP assay		IC ₅₀ (μM)<br>(95% confidence interval)<br>by imaging analysis
	2D	3D with LA717	3D with LA717
Paclitaxel	0.0027<br>(0.0024-0.0030)	0.0025<br>(0.0020-0.0029)	0.0027<br>(0.0007-0.0047)
Trametinib	0.0696<br>(0.0545-0.0847)	0.0204<br>(0.0143-0.0265)	0.0223<br>(0.0134-0.0312)
MK-2206	10.6642<br>(7.2690-14.0594)	0.7492<br>(0.5373-0.9611)	0.9950<br>(0.9380-1.0520)

ATP assay: A549 cells were inoculated at a density of 1,000 cells/well onto 96-well normal plates in DMEM (2D) and 96-well low attachment plates in DMEM (3D) with or without 0.030% (w/v) LA717. After 1 day of culture, anti-cancer drugs or DMSO (as vehicle control) were added to each well in triplicate. Following 7 days of culture, the numbers of live cells were counted using the ATP assay.

Imaging analysis: A549 cells were inoculated at a density of 1,000 cells/well onto 96-well low attachment plates in DMEM (3D) with 0.030% (w/v) LA717. After 1 day of culture, anti-cancer drugs or DMSO (as vehicle control) were added to each well in

triplicate. Following 7 days of culture, the numbers of A549 spheroids (diameter ≥ 50 μm) were counted using ArrayScan®VTI (ThermoFisherScientific, Massachusetts, USA).

The IC_{50} values were calculated with EXSAS by fitting a sigmoidal dose-response regression curve. Data represent means of 3 independent experiments.

Supplementary Table S5. The IC₅₀ value of anti-cancer drugs for MCF-7 cells cultured in 2D and 3D with LA717 conditions.

	IC ₅₀ (μM)<br>(95% confidence interval)			
	2D		3D with LA717	
Compounds	FBS(+)	FBS(-)	FBS(+)	FBS(-)
Paclitaxel	0.0020<br>(0.0018-0.0022)	0.0009<br>(0.0007-0.0011)	0.0021<br>(0.0019-0.0023)	0.0008<br>(0.0005-0.0011)
MK-2206	0.2098<br>(0.1776-0.2420)	0.2238<br>(0.1790-0.2687)	0.0741<br>(0.0571-0.0911)	0.4789<br>(0.2947-0.6630)

MCF-7 cells were inoculated at a density of 500 cells/well onto 96-well flat bottom cell culture plates in DMEM containing 10% FBS (2D, FBS(+)), 96-well collagen I-coated plates in DMEM without FBS (2D, FBS(-)) or 96-well low attachment plates in DMEM with or without 10% FBS with 0.030% (w/v) LA717 (3D with LA717, FBS(+/-)). After 1 day of culture, anti-cancer drugs or DMSO (as vehicle control) were added to each well in triplicate. Following 7 days of culture, the numbers of live cells were counted using the ATP assay. The IC₅₀ values were calculated with EXSAS by fitting a sigmoidal dose-response regression curve. Data represent means of 3 independent experiments.

Supplementary Figure S1. Scanning electron microscopy images of cell spheroid cultured in LA717-containing medium.

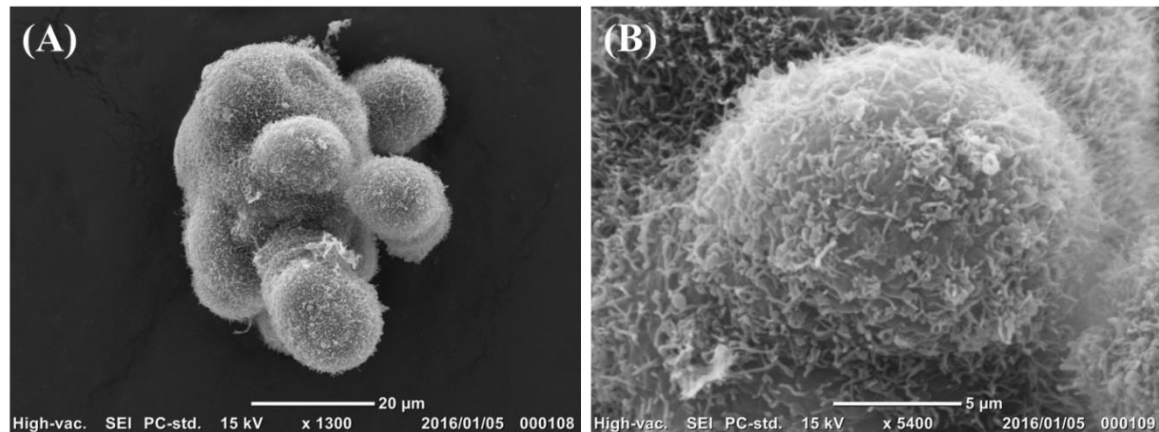

Samples were prepared from A549 cells cultured in the 3D condition on low-attachment cell culture plates (Corning Incorporated, #3474) in DMEM medium with LA717 for 7 days (Initial cell number; 1000 cells/100 μ L/well). A549 cell spheroids were collected by centrifugation. The pellet was fixed with 2.5% glutaraldehyde in phosphate buffered saline (PBS), and rinsed three times with PBS. The fixed cell spheroids were dehydrated in 50%, 60%, 70%, 80%, 90%, 95% and 99.5% ethanol, with 5 minutes of incubation for each step. Such obtained spheroids were dried with t-butyl alcohol, sputter coated with platinum and then examined under the SEM, NeoScope™ JCM-6000 (JEOL Ltd., Tokyo, Japan). The bar represents 20 μ m (A) and 5 μ m (B).

Supplementary Figure S2. Single cells form clonal spheroids in LA717-containing medium.

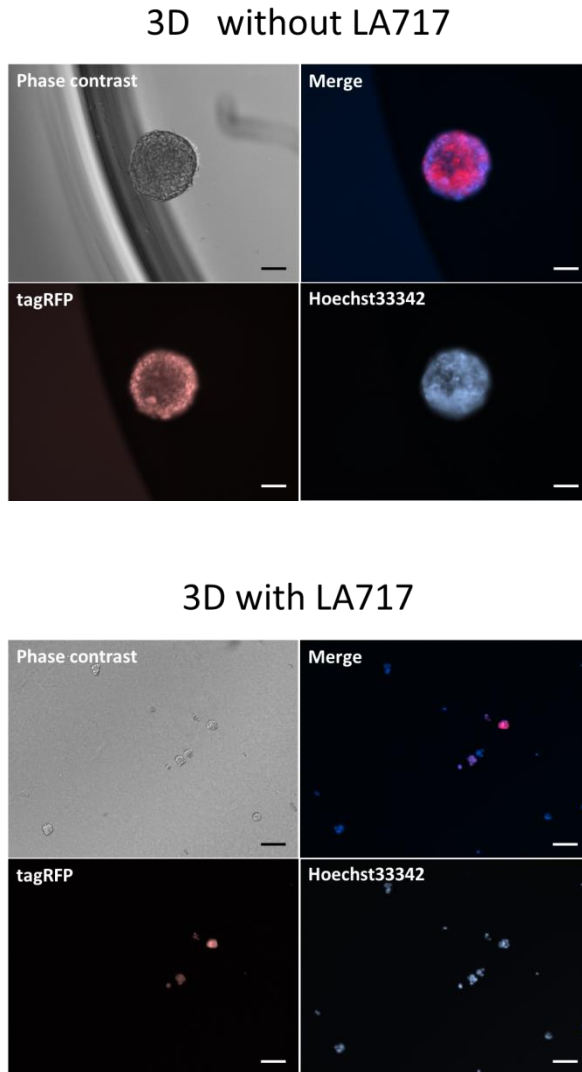

HEK-293 cells were obtained from American Type Culture Collection (Virginia, USA). Native HEK-293 cells and tagRFP expressing HEK-293 cells were dissociated to single cells and mixed at 1:1 ratio. Cells were seeded at a density of 2,000 cells/mL into DMEM without or with 0.03% (w/v) LA717, and were dispensed into the wells of a

96-well flat-bottom low-attachment plate at 100 μ L/well (200 cells/well). After incubation for 4 days at 37°C, cells were observed by EVOS® FL Auto (ThermoFisherScientific, Massachusetts, USA).

In the absence of LA717, native HEK-293 cells and tagRFP expressing HEK-293 cells congregated at the edge of the well and formed large clumps, which expressed tagRFP in a mosaic pattern, demonstrating a mix of two populations. On the other hand, in the presence of LA717, HEK-293 cells formed small spheroids which consisted of either non-labelled or tagRFP-HEK293 cells. Only 3 mixed spheroids occurred out of 2,600 cells seeded (0.23%) on the low-attachment plates. The data suggest that the cells rarely form mixed spheroids in the medium containing LA717, but LA717 does not prevent cell to cell interaction and adhesion when dispensed cells accidentally attach to each other. Scale bars represent 200 μ m. Shown images are representative of 3 independent experiments.

Supplementary Figure S3. Serum-free medium masks the high-sensitivity effect of 3D cultures to MK2206 on MCF7 cells.

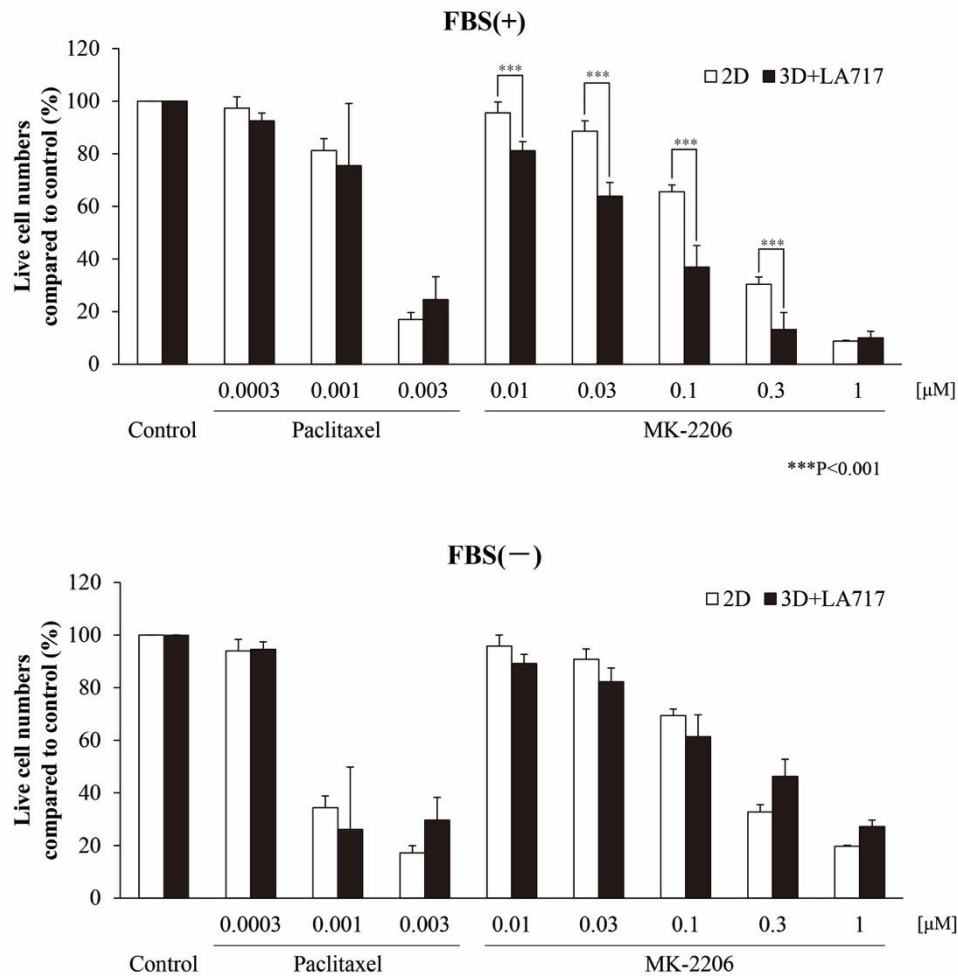

Anti-cancer drug-treated cells were prepared as described in Table S5. Following 7 days of incubation, the numbers of live cells were counted using the ATP assay. Data represent means $\pm$ SD of 3 independent experiments. Statistical significance was analyzed with Tukey's test.

Supplementary Figure S4. Effect of 3D culture methods on MK2206 sensitivity in A549 cells.

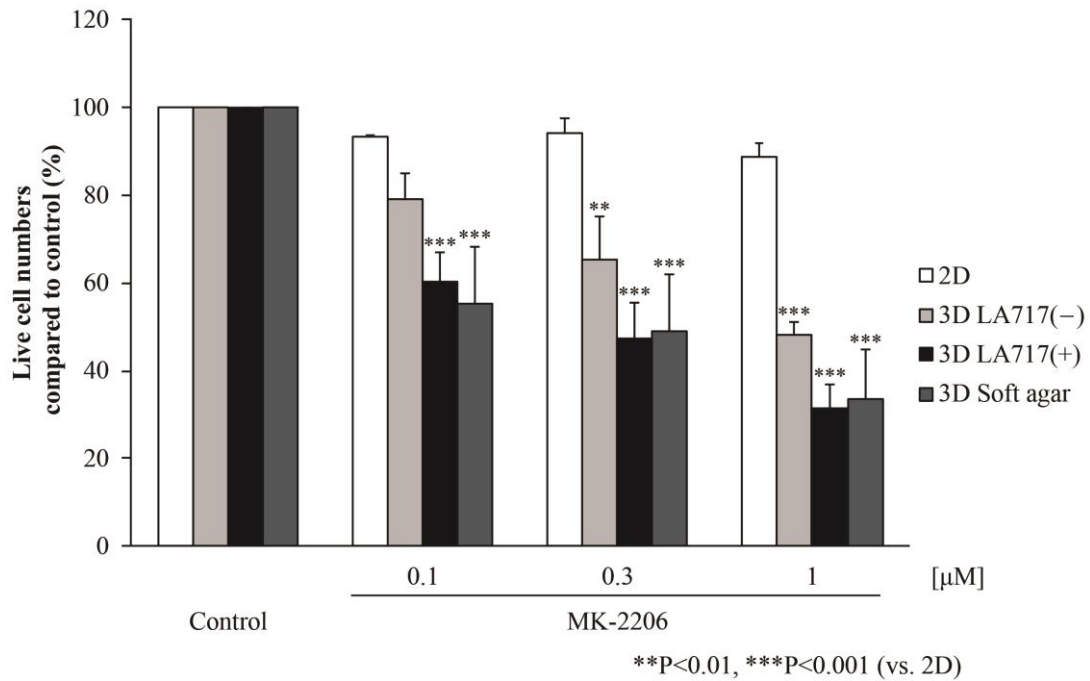

Sensitivity of A549 cells to MK-2206 was compared between 2D, 3D without LA717, 3D with LA717 and traditional 3D culture in soft agar (soft agar assay, described in Supplementary Materials & Methods). Following 7 days of incubation with MK-2206, the numbers of live cells were counted using ATP assay. Before the assay, 100 μL of PBS was added to each well and then mixed by pipetting, that digested agarose gel in the relevant well. 100 μL of cell suspension was transferred to white plates and used for ATP assay as described in Materials and Methods. Statistical significance was analysed by Tukey's test. Data represent means $\pm$ SD of 3 independent experiments.

Supplementary Figure S5. 3D culture with LA717 is suitable for HTS.

(a)

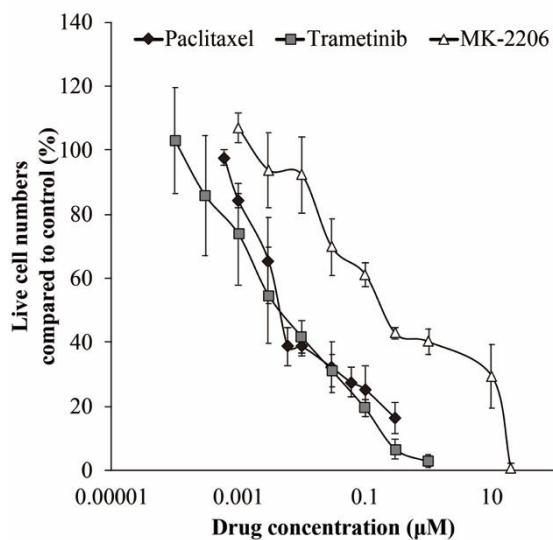

(b)

Compounds	IC ₅₀ (μM)<br>(95% confidence interval)
Paclitaxel	0.0223<br>(0.0106-0.0340)
Trametinib	0.0147<br>(0.0082-0.0212)
MK-2206	0.6616<br>(0.3722-0.9509)

(a) A549 cells were inoculated at a density of 450 cells/well onto 384-well low attachment plates in DMEM with 0.030% (w/v) LA717. After 1 day of culture, anticancer drugs or DMSO (as vehicle control) were added to each well in triplicate.

Following 4 days of incubation, the numbers of live cells were counted using the ATP assay. Data represent means $\pm$ SD of 3 independent experiments. **(b)** The IC₅₀ values were calculated with EXSAS by fitting a sigmoidal dose-response regression curve.

Supplementary Figure S6. 3D culture with LA717 is applicable to HCS.

(a)

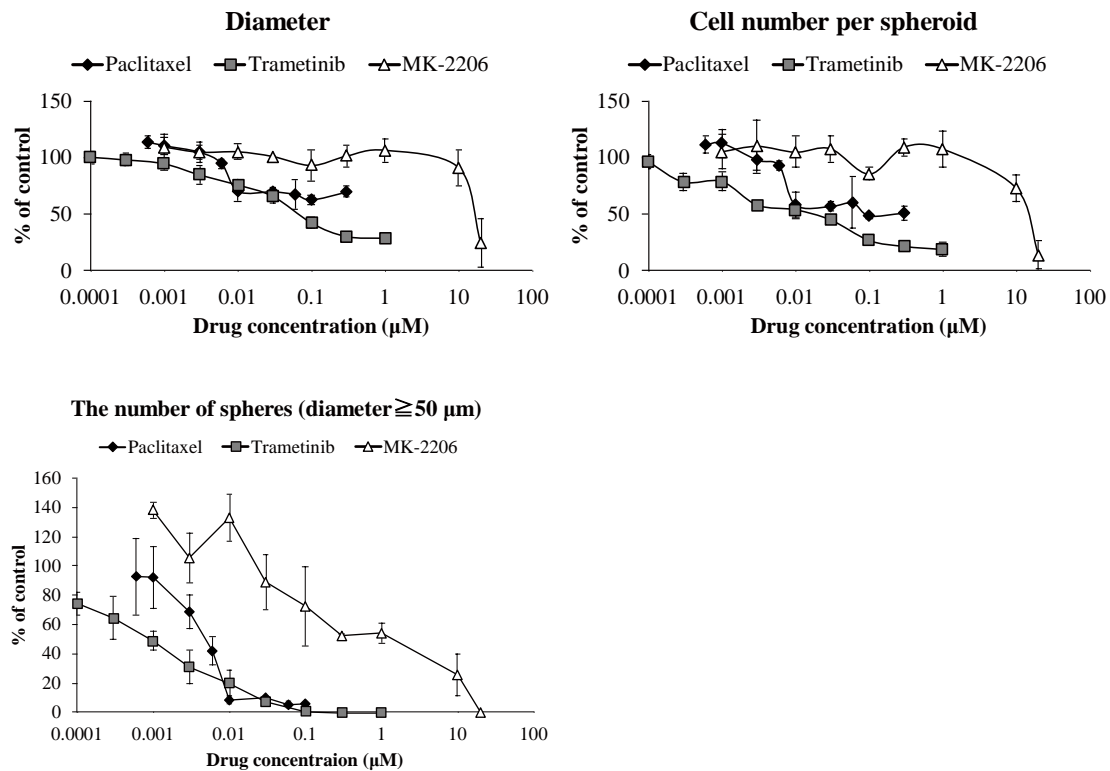

(b)

Compounds	IC ₅₀ (μM)<br>(95% confidence interval)
Paclitaxel	0.0052<br>(0.0042-0.0061)
Trametinib	0.0016<br>(0.0010-0.0022)
MK-2206	0.9977<br>(0.5722-1.4233)

A549 cells were inoculated at a density of 300 cells/well onto 384-well low attachment plates in DMEM with 0.030% (w/v) LA717. After 1 day of culture, anticancer drugs or DMSO (as vehicle control) were added to each cell culture well in triplicate. The cells were subsequently cultured for 7 days and the imaging analysis was performed with ArrayScan®VTI (ThermoFisherScientific, Massachusetts, USA). **(a)** The diameter of spheroids (left upper), the numbers of nuclei in spheroids (right upper), and the number of A549 spheroids (diameter $\geq 50\mu\text{m}$) (lower). **(b)** The IC_{50} values were calculated with EXSAS by fitting a sigmoidal dose-response regression curve.

Supplementary Materials & Methods

Soft agar assay

Agarose (Nippon-Gene, Tokyo, Japan) was dissolved in water at 1.2% (w/v) by heating with a microwave oven and cool to 40°C in a water bath. For preparation of a base layer, equal volumes of 1.0% agarose solution and 2X DMEM prepared from powdered medium (Thermo Fisher Scientific, Massachusetts, USA) with 20% FBS were mixed to get DMEM containing 0.5% agarose and 10% FBS. It was then added at 50 µL/well on a 96well plate and set aside for 5 minutes to allow agarose to solidify. For preparation of a cell layer, 1.0% agarose solution, 2X DMEM with 20% FBS and A549 cell suspension were mixed, thus making the final concentration of agarose 0.35%. 75 µL of the cell suspension was placed on the base layer and set aside for 5 minutes. Culture medium containing DMSO or 3.5X concentration of MK-2206 was added at 50 µL/well. Cells were cultured at 37 °C in a humidified atmosphere with 5% CO₂.

Transfection

HEK-293 cells expressing tagRFP were generated as follows. The tagRFP/4T/O vector was constructed by inserting tagRFP sequence, which derived from pTagRFP-N vector (Evrogen, Moscow, Russia; #FP142), into the pcDNA^{TM}4T/O vector

(ThermoFisherScientific, Massachusetts, USA; #V102020). The tagRFP/4T/O vector was transfected into T-REx™-293 cells (ThermoFisherScientific; #R71007) using Nucleofector® 2b and Amaxa® Nucleofector® kit V according to manufacturer's protocol (Lonza, Basel, Switzerland). Stably transfected cells were selected in the culture medium containing 200 µg/mL of Zeocin (ThermoFisherScientific).

Time-lapse imaging (Supplementary video S1)

A549 cells were seeded at a density of 10,000 cells/mL into the indicated medium composition containing 0%(w/v) or 0.03% (w/v) of LA717, and was dispensed into the wells of a 96-well flat-bottom low-attachment plate at 100 µL/well. Time-lapse imaging was performed with EVOS® FL Auto (ThermoFisherScientific, Massachusetts, USA) at an interval of 30 minutes for 42 hours. Cells were cultured at 37 °C in a humidified atmosphere with 5% CO₂. The left panel shows the movement of A549 cells cultured in the medium without LA717, and the right panel shows those with LA717.

How the deposited data were processed for this re-analysis (not part of the article)

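RNA of A549 cells at day 7 was measured on 9 arrays, 3 each for 2D culture without LA717, 3D culture without LA717 and 3D culture with 0.03% (w/v) LA717. The deposited table holds 1 intensity per feature and array on a linear scale, normalized between arrays by the authors. The notes with the arrays name MAS5, with its version not given, and the scanner files, detection calls, dates and batches were not used here. Intensities lay between 1.60 and 11632 and their medians between 9.02 and 9.24, so no further scaling was applied, and log2 was taken without a pseudocount. The number of arrays limits the precision, and no measure of background was used.

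Features were named by their gene symbols, each matched to the reference by its gene identifier. Of 53617 features, 16098 (30.0%) carry 1 symbol, and the 37519 without one were left out of the tests by gene. For the 779 genes with more than 1 feature, the feature with the highest mean over the 9 arrays was kept, which gave 14884 genes. Control features were not told apart from other unnamed features.

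The comparisons were 3D without LA717 against 2D, 3D with LA717 against 2D, and 3D with against 3D without LA717. Each was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on all 9 arrays with the group as the only term, which left 6 residual degrees of freedom and a prior of 4.15. Tests were 2-sided, with Benjamini-Hochberg adjustment over the 14884 genes and a threshold of 0.05. Genes changed at least 2-fold were counted by the difference of mean log2 values. Replicate numbers were not used to pair arrays.

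Gene lists (31, with 699 genes, of which 432 were measured) were tested with camera of limma at a preset correlation of 0.01, again with a correlation estimated from the arrays, and with fry of limma, for a shared direction and in its mixed test for either direction, with adjustment over the lists. The lists of Table S3 were chosen by the study on these samples, and 7 other lists hold measured genes of that table, so they were also tested without these. Table S3 was known when the lists were fixed, so leaving its genes out does not make the choice of those lists independent of it. The size of each comparison was the root mean square log2 fold change over genes, less the part expected from the spread between replicates. The comparisons against 2D were set beside 100 simulated draws of groups without change against the same 2D arrays.

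Genes named are each gene the paper names, the 10 largest rises and the 10 largest falls of each comparison among genes past the adjusted p whose arrays do not overlap between the groups, and up to 4 members of each list with the largest change past the adjusted p. Values in Table S3 had been seen when this rule was written. CEACAM family members may be named whether or not they pass, and a gene named for 1 comparison may also be given in another. Genes named outside the rule are marked as chosen after their values were seen.

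The alternatives were quantile normalization, centring on the median or the 75th percentile, a pseudocount of 16, leaving out dim features, all features in place of 1 per gene, the mean of a gene's features, a replicate block, 2 groups in the fit, limma with trend and robust, the ratio of arithmetic means, and leaving out each array in turn. The lists, the comparisons, the tests and these alternatives were chosen before the data were examined, and 2-fold counts from the mean of same-numbered ratios, a correlation with 2D arrays not shared and lists without Table S3 genes were added after they were seen. The steps were tested on simulated data with 50 genes changed by each of 4 sizes, and of those changed by 1.5-fold 68%, 64% and 70% were called in the 3 comparisons.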

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

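The tests on unnamed features and on small Cajal body RNAs were chosen only after the result was seen. The change from 2D to 3D differed with and without LA717 for 189 genes past limma's adjusted p. As both changes are measured against the same 2D arrays, this is the direct comparison of the 3D cultures. Splits of the arrays into 3 and 3 are too few (10) for a share under 0.05. The real split, 1 of the 10, gave 189 genes and the highest other split 0, while for 3D without LA717 against 2D these were 2834 and 0, and for 3D with LA717 against 2D 3535 and 0. In the same comparison, the cell cycle genes had a median difference of 0.43 on the log2 scale, and the liver-type secreted proteins one of -0.19.

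Among features without a gene symbol, which the paper does not discuss, 319 were at least 2-fold higher in 3D with LA717 than without and 69 at least 2-fold lower, against 7 and 10 of the named features. The tables argue against a single array, since the lowest ratio of rises to falls with each of the 6 arrays left out in turn was 3.43, and against scaling between arrays, since the ratio after quantile normalization was 4.25. Scatter of dim features stays open in part. The 319 rises were 30.5 times the 10.5 expected from named features of equal intensity (upper bound of the resampled number expected, 78.4). With a pseudocount of 16, 66 rose and 22 fell (2 and 5 of the named features). The 66 were 43.4 times the 1.52 expected, but lie below the upper bound of 68.3. For both bounds, named features were resampled in bins of intensity, with a small constant added to the rises of each bin. This raises a bound even through bins without a named rise. The bound of 68.3 therefore cannot decide whether scatter accounts for the 66. Of the 319, 51 passed limma's adjusted p over all features, and 189 (59.2%) carry numbers below the first named feature. Of all 53617 features, 3575 carry such numbers, so the rises are concentrated there. What these features measure, control features included, is not given in the tables used here, so the pattern may come from the cells or from the measurement, and both stay open.

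Of 23 measured small Cajal body RNAs, which guide the modification of spliceosomal RNA and which the paper does not discuss, 5 were lower with LA717 in 3D at limma's adjusted p, 0 were higher, and 17 lay below 0, with a median of -0.12. One array as the cause is argued against, since at least 16 lay below 0 with each of the 6 arrays left out in turn. A lower recovery of short RNA with LA717 may account for the pattern, since 14 other short RNAs had a median of -0.25 (0 higher and 2 lower at limma's adjusted p). These 14 are SNAR and vault RNAs and those of RNase P and RNase MRP. Of 1072 microRNA genes, which they leave out, 5 were higher and 1 lower, beside 126 and 63 of all 14884 genes. These counts are too few to show whether that class moved. Whether its features measure the short RNA or a longer transcript was not examined. A change in the cells stays open as untested.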

How the results depend on the processing

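The 2-fold counts from the mean of same-numbered ratios, the correlation with 2D arrays not shared and the lists without Table S3 genes were chosen only after the result was seen. Among named genes and lists, no called fold change or list shift changed direction under any alternative run, but the larger of the higher and lower counts did. Between the 3D cultures, 126 higher and 63 lower genes past the adjusted p became 11 and 14 without 3D without LA717 replicate 1, 7 and 9 changed at least 2-fold became 326 and 79 over all features, and 5 and 7 with both became 53 and 38 over all features and 10 and 9 without 3D with LA717 replicate 2. For 3D without LA717 against 2D, 101 higher and 105 lower by 2-fold became 109 and 101 after median centring, 106 and 102 after centring on the 75th percentile, and 106 and 100 and, over all features, 440 and 379 by the mean of same-numbered ratios. Where a value below differs from that reported, the cause was not tested. With an estimated correlation, 4, 3 and 0 lists passed in 3D without LA717 against 2D, 3D with LA717 against 2D and 3D with against without LA717, where 16, 12 and 8 passed with the preset one. With Table S3 genes left out of the lists, 3, 2 and 1 list calls were lost and 0, 2 and 0 gained. With fry, 21, 20 and 7 passed (2, 0 and 3 calls lost, 7, 8 and 2 gained), and in fry's mixed test, which takes members of either direction, 29, 30 and 24 of 31. With a pseudocount of 16, 120, 170 and 7 genes changed at least 2-fold in the 3 comparisons, and as many also passed the adjusted p, while 672 passed it between the 3D cultures. Over all features, more of which are tested, 778, 1355 and 405 changed at least 2-fold, 660, 1179 and 91 of these passed the adjusted p, and 6176 passed it in 3D with LA717 against 2D. The mean of same-numbered ratios over all features gave 819, 1456 and 525. Between the 3D cultures, 386 genes passed the adjusted p with dim features left out and 755 with limma's trend and robust options. Arrays of the same replicate number shared little variation: their deviations from the group means correlated at -0.0230 to 0.0558, and 3 of 9 arrays correlated best with their own number. This does not show whether they come from the same experiment, and the fold changes of Table S3 are ratios of same-numbered arrays. Between the 3D cultures, a replicate block gave 63 genes (34 higher and 29 lower). With 1 array left out, that comparison gave 25 to 115 genes past the adjusted p, 12 to 26 changed at least 2-fold, 5 to 19 with both, and 5 (without 3D without LA717 replicate 1) to 9 lists. The correlation of the comparisons against 2D was 0.892 with a pseudocount of 16, 0.880 with dim features left out, 0.770 over all features, 0.718 with 2D arrays not shared and 0.827 to 0.865 with 1 array left out. The root mean square log2 fold change under the same alternatives was 0.228, 0.332, 0.253 and 0.285 to 0.290 for 3D without LA717 against 2D, 0.264, 0.382, 0.321 and 0.327 to 0.334 for 3D with LA717 against 2D, and 0.103, 0.150, 0.160 and 0.120 to 0.144 between the 3D cultures. No measure of background was used, so how far signal over background limits the dim genes was measured only by leaving them out.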

Differences from the paper's values

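The 2-fold counts from the mean of same-numbered ratios were chosen only after the result was seen. The paper's count of genes changed at least 2-fold between 3D without LA717 and 2D is 436, and the count here is 206. The alternatives set before the data were examined gave 120 to 226, and 778 over all features, and each of these differs from the paper's by more than 1.5 times. For 3D with against without LA717 the paper's count is 72 and the count here is 16. Those alternatives gave 7 to 26, and 405 over all features, and each differs by more than 1.5 times. The mean of same-numbered ratios, chosen after seeing the values, gave 206 and 17 by gene, below the paper's counts, and 819 and 525 over all features, above them. The paper's counts are among its 39130 genes, whose definition was not used here, and those here are among 14884, which makes 1.11% in the paper's and 1.38% here for 3D without LA717 against 2D, and 0.184% in the paper's and 0.107% here for 3D with against without LA717. The first shares are within 1.5 times of each other, and the second are not. For the 23 genes of Table S3 measured here, each fold change lay within the paper's SD of the paper's value.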

Other observations

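The lists without Table S3 genes were tested only after the result was seen. Lists that camera called, and that are not given above for the comparison named, come first, each with the number of the 13 alternatives, apart from the estimated correlation and fry, that kept the call and the highest adjusted p among the 13. From 2D to 3D without LA717, 1 of 17 YAP and TAZ targets were higher and 8 lower (2 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.00942, but adjusted p = 0.0832 with an estimated correlation), called under 13 of 13 (up to 0.0151), and 1 of 15 WNT feedback genes were higher and 5 lower (1 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.0114, but adjusted p = 0.186 with an estimated correlation), called under 13 of 13 (up to 0.0451). There, 2 of 11 genes of the extracellular matrix were higher and 7 lower (2 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.0114, but adjusted p = 0.387 with an estimated correlation), called under 13 of 13 (up to 0.0253), and 0 of 15 genes of ERK pathway output were higher and 4 lower (1 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.0444, but adjusted p = 0.158 with an estimated correlation), called under 6 of 13 (up to 0.0810), the highest without 2D replicate 1, with 0.0594 without 2D replicate 2 and 0.0525 and 0.0661 without replicates 1 and 3 of 3D without LA717. CCN2, a matricellular protein, fell by 0.91 on the log2 scale, while its second feature had -0.53. In 3D with LA717 against 2D, 2 of 15 WNT feedback genes were higher and 5 lower (2 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.0453, but adjusted p = 0.263 with an estimated correlation), called under 10 of 13 (up to 0.133), with camera adjusted p-values of 0.133 without 2D replicate 3 and 0.0982 without 3D with LA717 replicate 3. There, 1 of 15 FOXO targets were higher and 5 lower (1 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.0237, but adjusted p = 0.176 with an estimated correlation), called under 13 of 13 (up to 0.0398). In that comparison 3 of 28 immediate early genes were higher and 17 lower (3 higher and 18 lower when adjusted over the list alone; camera adjusted p = 1.66e-08, but adjusted p = 0.130 with an estimated correlation), called under 13 of 13 (up to 1.82e-07), 0 of 20 hypoxia genes were higher and 11 lower (0 higher and 11 lower when adjusted over the list alone; camera adjusted p = 9.58e-06, but adjusted p = 0.0906 with an estimated correlation), called under 13 of 13 (up to 3.56e-05), and 9 of 16 genes of cholesterol synthesis were higher and 0 lower (9 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.64e-05, but adjusted p = 0.176 with an estimated correlation), called under 13 of 13 (up to 2.42e-04). Also with LA717 against 2D, 3 of 24 liver-type secreted proteins were higher and 9 lower (4 higher and 9 lower when adjusted over the list alone; camera adjusted p = 0.00929, but adjusted p = 0.323 with an estimated correlation), called under 13 of 13 (up to 0.0288), and 2 of 19 ATF4 targets were higher and 9 lower (2 higher and 9 lower when adjusted over the list alone; camera adjusted p = 9.14e-04, but adjusted p = 0.242 with an estimated correlation), called under 13 of 13 (up to 0.00341). Between the 3D cultures, 0 of 16 genes of cholesterol synthesis were higher and 0 lower (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0500, but adjusted p = 0.581 with an estimated correlation) with limma (0 at an unadjusted p under 0.05), shifted down, called under 8 of 13 (up to 0.303), with an adjusted p of 0.210 by fry, and with 0.179 and 0.167 without replicates 1 and 2 of 3D without LA717 and 0.303 without 3D with LA717 replicate 3. From 2D to 3D without LA717, 3 of 11 genes of the CEACAM family were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0444, but adjusted p = 0.259 with an estimated correlation), called under 5 of 13 (up to 0.0747), with 0.0672 without 3D without LA717 replicate 3, 0.0585 without replicate 2 of that group and 0.0576 without 2D replicate 3. Also there, 2 of 16 NF-kB and chemokine genes were higher and 4 lower (2 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.0444, but adjusted p = 0.387 with an estimated correlation), called under 7 of 13 (up to 0.144), with an adjusted p of 0.119 by fry, and with 0.144 without 2D replicate 2 and 0.0538 and 0.0605 without replicates 1 and 3 of 3D without LA717. In the same comparison, 1 of 14 genes of glucocorticoid and cAMP response were higher and 7 lower (1 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.0444, but adjusted p = 0.314 with an estimated correlation), called under 8 of 13 (up to 0.0752), with 0.0673 without 2D replicate 3 and 0.0752 and 0.0538 without replicates 2 and 3 of 3D without LA717.

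Table S3, which the study chose on these samples, holds members of several of these lists. Without them, and adjusted over the lists left, 3 of the calls above in 3D without LA717 against 2D were lost. There, WNT feedback genes without DKK1 had a camera adjusted p of 0.0508 (adjusted p = 0.227 with an estimated correlation), the CEACAM family without CEACAM5 and CEACAM6 had 0.717 (adjusted p = 0.756 with an estimated correlation), and ERK pathway output, which holds no measured gene of that table, had 0.0508. NF-kB and chemokine genes had 0.00628 (adjusted p = 0.227 with an estimated correlation) and genes of glucocorticoid and cAMP response 0.0264 (adjusted p = 0.227 with an estimated correlation). In 3D with LA717 against 2D, WNT feedback genes had 0.157 (adjusted p = 0.377 with an estimated correlation), immediate early genes 0.00162 (adjusted p = 0.274 with an estimated correlation) and liver-type secreted proteins 0.0309 (adjusted p = 0.377 with an estimated correlation). The calls of 2 lists were gained. There, NF-kB and chemokine genes went from 0.0706 to 0.0143 (adjusted p = 0.282 with an estimated correlation), and genes of glucocorticoid and cAMP response from 0.0684 to 0.0497 (adjusted p = 0.282 with an estimated correlation). Between the 3D cultures, cholesterol synthesis, which holds no measured gene of that table, had 0.0624.

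The lists below did not pass camera between 3D without LA717 and 2D. FOXO targets and apoptosis genes had a camera adjusted p of 0.0824 each there. By fry, 7 lists that camera did not call passed. Among these, integrins and focal adhesions (adjusted p = 0.00187) and mesenchymal genes (0.00846) passed towards lower levels, as did blood and endothelial cell markers (0.0255). NRF2 targets (0.0310) and common reference genes (0.0200) passed towards higher levels, and alveolar and club cell genes did not pass (0.246). Of the 26 listed genes of integrins and focal adhesions, 12 were measured, and ITGB1, ITGAV and ITGA5 were not. The 32 listed NRF2 targets had 12 measured, without NQO1 and GCLM. The 22 listed actin genes and SRF targets had 12 measured, without ACTB and ACTG1. In that comparison, 6 of 12 NRF2 targets were higher and 2 lower (6 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.195). Also, 6 of 25 epithelial genes were higher and 5 lower (6 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.920), and 2 of 12 mesenchymal genes were higher and 3 lower (3 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.391). Further, 2 of 19 interferon-stimulated genes were higher and 3 lower (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.920), 2 of 8 ER chaperones were higher and 1 lower (2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.464) and 1 of 12 genes of integrins and focal adhesions were higher and 5 lower (3 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.183). Likewise, 1 of 12 actin genes and SRF targets were higher and 3 lower (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.374), and 0 of 15 alveolar and club cell genes were higher and 0 lower (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.543), with limma (1 higher and 2 lower at an unadjusted p under 0.05). Markers of blood and endothelial cells had 0 of 8 called in either direction by limma (0 at an unadjusted p under 0.05; camera adjusted p = 0.158), and 1 of 6 fibroblast markers were higher and 2 lower (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.712). Of common reference genes, 1 of 7 genes were higher and 1 lower (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.572). B2M, part of MHC class I, rose by 0.86 and PGK1, a glycolytic enzyme, fell by 0.35 on the log2 scale, and GAPDH, the reference gene of the paper's PCR, had -0.04 (adjusted p = 0.835 from limma). The GAPDH feature had intensities of 63.3 to 75.1 on the arrays of this comparison, and which of its transcripts the feature measures was not examined.

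CEACAM1 had a log2 fold change of 0.27 in 3D with LA717 against 2D (adjusted p = 0.0282 from limma), and 7 of 16 alternatives ended this call, with an adjusted p of up to 0.0859. The paper reports no significant difference at this time by real-time PCR, which was not analysed here.

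Whether genes moved by LA717 in 3D follow the change from 2D to 3D was tested with the 3D arrays without LA717 divided so that neither difference shares one. The mean correlation across genes was 0.0683 over 3 divisions (0.102, 0.0360 and 0.0667), and -0.0481 with shared arrays. Among genes changed less than 2-fold between 2D and 3D it was 0.0632, which decides nothing, since the value over all genes was already below the bound of 0.1 set for this test. How the second of these was read was changed after its value was seen. The 3D arrays without LA717 enter the 2 differences with opposite signs, so sharing them lowers the correlation, and the divided arrays share none, so values above 0 do not come from sharing. As the mean lies between 0 and the bound and 1 division alone exceeds it, whether there is a weak common direction stays open.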
